# A white-to-opaque-like phenotypic switch in the yeast *Torulaspora microellipsoides*

**DOI:** 10.1038/s42003-020-0815-6

**Published:** 2020-02-28

**Authors:** Cedric A. Brimacombe, Thomas Sierocinski, Matthew S. Dahabieh

**Keywords:** Fungi, Fungal biology, Microbiology, Fungal genes, Fungal genetics

## Abstract

*Torulaspora microellipsoides* is an under-characterized budding yeast of the Saccharomycetaceae family that is primarily associated with viticulture. Here we report for the first time to our knowledge that *T. microellipsoides* undergoes a low-frequency morphological switch from small budding haploid (white) yeast to larger, higher ploidy (opaque) yeast. Comparison of transcriptomes by mRNA-seq revealed 511 differentially regulated genes, with white cells having greater expression of genes involved in stress resistance and complex carbohydrate utilization, and opaque cells up-regulating genes involved in ribosome biogenesis. Growth assays showed that white cells are physiologically more resistant to stationary-phase conditions and oxidative stress, whereas opaque cells exhibited greater cold tolerance. We propose that phenotypic switching in *T. microellipsoides* is an ecological adaptation, as has been suggested for similar morphological switching in distantly related species like *Candida albicans*, and we propose that this switching is a more broadly utilized biological strategy among yeasts than previously thought.

## Abstract (web summary)

Brimacombe et al. show that budding yeast *Torulaspora microellipsoides* undergoes a low-frequency morphological switch from small budding haploid (white) yeast to larger, higher ploidy (opaque) yeast. This study suggests that this phenotypic switching is a more broadly utilized strategy among yeasts than previously thought.

## Introduction

Many microorganisms undergo phenotypic switches, wherein a single genotype can generate multiple different phenotypes, often in response to environmental changes. This phenomenon can enable rapid adaptation of these organisms to fluctuating environments and, ultimately, can provide competitive advantages in specific ecological niches. An example of this includes conformational changes of various prion proteins in the yeast *Saccharomyces cerevisiae* that result in changes to both individual and population-level behaviours, such as carbon metabolism and flocculation, respectively^1–3^. Additionally, different transcriptional programs are associated with morphology changes in many unicellular fungi. A species of particular interest is *Candida albicans*, which undergoes several phenotypic switches including the yeast to hyphal and white-to-opaque^4,5^ switches. These phenotypic switches are stabilized transcriptionally^6^, are stable for many generations, and have been extensively studied with regard to mechanisms of switching and regulation of the lifestyle of *C. albicans*^5,7^.

The white-to-opaque switch in *C. albicans* is one of the most studied epigenetic switches in fungi, with the transition between these two distinct budding yeast phenotypes thought to be exclusive to *C. albicans* and the related CTG clade species *Candida dubliniensis* and *Candida tropicalis. C. albicans* exists primarily as a budding yeast that forms shiny white colonies on agar plates; however, it can spontaneously and reversibly switch to the opaque colony morphology, wherein colonies are flatter, have a darker, dull colour, and individual cells are larger and elongated^5^. This switch is thought to have evolved as an adaptation to life in mammalian hosts and, accordingly, white and opaque cells differ dramatically in their gene expression profiles, mating competency, virulence, and metabolic properties, with each morphology thought to have specific advantages in different host niches due to the differing properties of each cell type^6,8^.

In ascomycetes, phenotypic switching has historically been studied in only a handful of species and isolates, most of which are domesticated lab strains of human pathogens. A number of these yeasts undergo a yeast-hyphae transition; however, white-to-opaque-like switching has not been observed outside of *Candida* species and has primarily been studied in relation to commensalism and pathogenesis of humans^9^. To our knowledge, little if any, research has been reported on the characterization of phenotypic switching in non-canonical, non-pathogenic yeast species, including the *Zygosaccharomyces*/*Torulaspora* (ZT) clade of *Saccharomyceteae*. Yeasts in this clade are primarily environmental organisms isolated from niches overlapping those of *S. cerevisiae*. Some of these species are known for contaminating industrial fermentations, such as the acid-tolerant species *Zygosaccharomyces bailii;* however others are used for industrial purposes, such as *Zygosaccharomyces rouxii* in the production of soy-sauce^10^. This clade has recently garnered attention because of the observation of horizontal gene transfer of large fragments of DNA from *Z. bailii* and *T. microellipsoides* to the genome of commercial wine strains^11^, which endows these strains with superior nitrogen utilization properties during fermentations^12^.

In studying *T. microellipsoides* for un-related reasons, we serendipitously discovered that this species undergoes a phenotypic switch reminiscent of the white-to-opaque switch documented exclusively in *C. albicans*, *C. tropicalis*, and *C. dubliniensis*^5,13,14^. This was surprising given that *T. microellipsoides* and these species are hundreds of millions of years divergent. Here, we present a characterization of this phenotypic switch in *T. microellipsoides*, wherein typical small white colonies switch to larger, darker and flatter colonies with an opaque texture and enlarged cells. We found that the switching phenotype was unique compared to the *C. albicans* white-to-opaque transition in terms of transcriptome profiles and cellular DNA content. We further characterized each cell type and found that the two different morphologies of *T. microellipsoides* have different properties in terms of growth rate, stress tolerance, and genetic stability. The most important aspect of our observations is that phenotypic switching between highly divergent yeast-cell types exists in at least one species in the ZT clade, suggesting that more yeasts than previously thought may undergo dramatic morphological transitions resembling the white-to-opaque switch.

## Results

### *T. microellipsoides* undergoes a white-to-opaque-like morphological switch

In working with the yeast *T. microellipsoides*, we serendipitously discovered that the species undergoes a morphology switch on agar plates that is reminiscent of the white-to-opaque switch observed in *C. albicans*. *T. microellipsoides* (NCYC 2568) typically exists as small ellipsoid budding yeast that forms shiny white colonies on agar plates, with a colony texture similar to that of *S. cerevisiae* or white *C. albicans* (Fig. 1a, b). After 12 days on YEG agar plates at room temperature, we observed that this yeast undergoes a morphological switch, wherein a white yeast colony spontaneously gives rise to a darker dull-textured ‘opaque’ sector that can be stably propagated (Fig. 1a). Because of the similarity in appearance to *C. albicans* white-to-opaque switching, we denote the cells from the white colony as ‘white’ cells and from the sector as ‘opaque’ cells. Microscopically, *T. microellipsoides* opaque cells appear as larger, slightly ellipsoid budding yeast (Fig. 1b), which is distinct from *C. albicans* opaque cells, which are very elongated compared to white cells. As increased cell size is often associated with increased ploidy, we measured the DNA content of white and opaque cells by flow cytometry, and observed a two- to fourfold increase in the DNA content of opaque cells, as compared to white cells (Fig. 1d, Supplementary Figs. 1 and 2). This increase in DNA content distinguishes the *T. microellipsoides* morphology switch from that of *C. albicans* white-to-opaque switching, which does not alter ploidy.

**Fig. 1:**
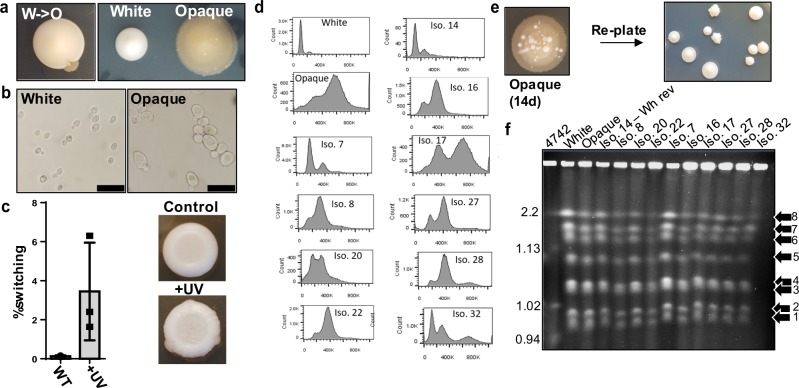
Measurements of white-to-opaque and opaque-to-white switching and DNA content analysis in *T*. *microellipsoides*. **a** Example images of white-to-opaque sector-based switching (left) and adjacent white and opaque colonies (right). **b** Phase-contract microscopy images of white and opaque cells at ×1000 magnification. **c** Quantification of white-to-opaque switching under standard conditions and after UV-treatment; *N* = 3 independent experiments. An example of untreated and UV-treated cells are shown on the right, with opaque sectors denoted by arrows. **d** DNA content analysis of white, opaque, and ten opaque cell derivatives (including a white cell revertant, Iso 14), as measured by flow cytometry. **e** Example image of reverse switching of an opaque colony (left), and colonies derived from re-plating the same colony (right). **f** CHEF gel analysis of chromosome banding pattern of white, opaque, and ten opaque cell derivatives (including a white cell revertant, Iso 14). *S. cerevisiae* BY4742 denotes size standards. Error bars represent the standard deviation of the mean; significance values are shown in Supplementary Data 1.

### Measurements of white-to-opaque and opaque-to-white switching rates

We measured the frequency of white-to-opaque switching in *T. microellipsoides* by plating white cells for single colonies on YEG, growing for 14 days, and counting the rate of colony sectoring to opaque. We found that the white-to-opaque switch frequency was approximately 0.13% under these conditions (Fig. 1c). White-to-opaque switching in *C. albicans* is increased in several different conditions, including growth on *N*-acetylglucosamine (GlNAc), 5% CO_2_, and by UV irradiation^5,15,16^. To determine if the switching frequency of *T. microellipsoides* could be increased, we analysed the switching frequency on GlcNAc and after UV exposure. While GlcNAc containing media had no effect (Supplementary Fig. 3), we observed an approximately 300-fold induction of white-to-opaque switching after UV irradiation (Fig. 1c).

To test for opaque-to-white switching, we plated opaque cells for single colonies, and observed that switching in this direction occurs very differently than white-to-opaque switching. After 14 days on plates, *T. microellipsoides* opaque colonies formed lighter-coloured protrusions, which were similar in texture to white cell colonies, on the surface of 100% of colonies (Fig. 1e). In *C. albicans* and other related *Candida* species that switch, opaque-to-white switching occurs similarly to white-to-opaque, wherein a colony will form a sector back to the other morphotype, or less commonly a full colony will switch back^17^. We therefore evaluated whether these protrusions represented a genuine reverse switch by re-streaking them onto fresh YEG plates, and then evaluating their phenotype and DNA content. We found that approximately 10% of individual colonies isolated from these structures were genuine white cells, both phenotypically (based on cell size and colony texture) and by DNA content (Fig. 1d). This indicates that a genuine reversal of the opaque-to-white phenotype does occur, although it is difficult to assign a number to reverse switching of this nature. We also observed a large degree of phenotypic heterogeneity in the colony appearance and growth rate of re-streaks from protrusions that did not appear to be white cells (i.e. the other 90%). A number of these isolates had DNA content profiles intermediate between white and opaque cells, and several had either associated growth defects, or heterogeneous colony morphologies with multiple sectoring regions (Fig. 1e, Supplementary Fig. 2). Several of these features are indicative of aneuploidy (i.e. growth defects, DNA content, and sectoring^18,21,22^), and because these colony isolates arose from higher ploidy opaque colonies, we hypothesized that this phenotype might be symptomatic of chromosome loss, similar to what occurs in mated *C. albicans* tetraploid cells^19^. We attempted to observe possible chromosomal loss and/or rearrangements via CHEF gel analysis (karyotyping) of white, opaque, and 10 diverse opaque-derived isolates, including a genuine white cell revertant. Consistent with previous studies, our data show that *T. microellipsoides* contains eight chromosomes, all between the sizes of 0.94 and 2.2 Mb (Fig. 1f). Importantly, however, across all samples there were no conspicuous differences in chromosomal banding patterns or brightness (Fig. 1f). Thus, at the karyotype level, we did not observe any evidence of gross chromosomal loss or rearrangements during opaque-to-white switching.

### Genome sequencing of white and opaque cells

Having established that *T. microellipsoides* undergoes a phenotypic switch from white-to-opaque, that this switch involves a ploidy increase, and that the switch appears to be reversible, but is also accompanied by a burst in genotypic and phenotypic heterogeneity in the population, we next wanted to better characterize genotypic changes in switching yeast.

We performed whole-genome sequencing of white and opaque cells to determine if a genetic change could provide an explanatory mechanism for white-to-opaque switching. The results of this sequencing are depicted in a Circos plot^20^ (Fig. 2), which shows an alignment of white and opaque genome scaffolds; this is a graphical representation of the mapping of scaffolds/contigs larger than 1 kb for both assemblies to one another. We show the best match for sequences longer than 1 kb with an identity of at least 70%, which is stringent enough to look at major rearrangements only. Scaffolds generally mapped to their corresponding counterparts; however, possible translocation events were identified between scaffold 2 white and scaffold 6 opaque (length = 19.2 kb, id = 100%), scaffold 3 white and scaffold 5 opaque (length = 1.3 kb, id = 93%), and scaffold 3 white and scaffold 5 opaque (length = 2.7 kb, id = 77%). Importantly, our analysis of the annotated genes within identified translocated regions did not indicate the presence of any gene(s) that were obviously explanatory of the phenotypic switch between white and opaque cells (Supplementary Table 1, Supplementary Fig. 4). Taken together, our analyses suggest that the mechanism of forward switching is either not a genetic change or, alternatively, one that is not like any that have been previously observed.

**Fig. 2:**
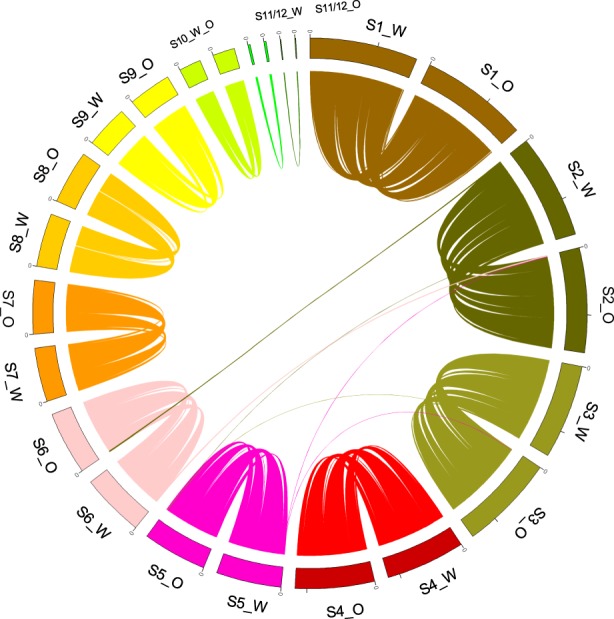
Genomic comparison of white and opaque cells shown in a Circos plot, comparing assemblies of *T*. *microellipsoides* white and opaque cells at the scaffold level. White and opaque cell scaffolds are represented by the letters S#_“W” and “O” (Scaffold Number White/Opaque), respectively. Links represent matching sequences of at least 1 kb in length and 70% sequence identity and are coloured based on their scaffold of origin. Most scaffolds sequences are similar between assemblies. Possible translocation events are represented by pairs of links, more precisely from chr w 2 to chr o VI, chr w 2 to chr o V, chr w 5 to chr o III, and their respective counterparts.

### mRNA-sequencing analysis of white and opaque cells

In the absence of obvious explanatory genetic changes between white and opaque cells, we opted to characterize the transcriptome of both cell types to gain a deeper understanding of what functional differences may exist, and to attempt to explain the mechanism(s) of morphology switching. To this end, we compared the transcriptome of matched log-phase cultures of white and opaque cells grown in YEG media. 

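RNA was sequenced from 3 white and 3 opaque cultures of T. microellipsoides, a budding yeast whose white and opaque cells form colonies of different appearance, and the number of reads per transcript that the authors deposited for these 6 libraries was analysed. The cultures were grown in YEG at 23 °C. The methods of the paper give 50 ml cultures in 250 ml flasks shaken at 250 r.p.m., whereas the sample labels give 25 ml cultures shaken at 200 r.p.m., started at an OD600 of 0.05 and collected at an OD600 of 1.0. The paper used 500 ng of total RNA per sample in a stranded mRNA library kit, sequenced pairs of 75 bp reads, aligned them with STAR to the genome of strain CLIB830T, assembled transcripts with cufflinks and named each for its best BLAST match among the proteins of S. cerevisiae. The deposited table holds whole-number counts for 4464 transcribed regions under 3319 S. cerevisiae names. 750 of these names are shared by several regions (1895 regions in all), and 151 regions overlap another. The median region is 963 bp long and matches its S. cerevisiae protein at 58.8% identity, and 840 regions are shorter than 200 bp. The sources used here do not say whether the counting used the strand, so overlapping or antisense transcripts may share reads. Total counts were 27057131, 35795254 and 36957019 in white libraries 1, 2 and 3 and 50126043, 25396327 and 24948791 in opaque libraries 1, 2 and 3. In the paper's Supplementary Data 1, 62.96% of the reads of white library 3 were mapped and at least 97.28% of those of each other library, with a mean depth of 320 to 651 over the 6 libraries. The 10 most abundant regions took 22.9 to 23.4% of the counts of each white library and 17.6 to 18.2% of each opaque library. Counts were normalized by TMM and compared with edgeR's quasi-likelihood test for the 4404 regions that passed its filter on low counts, with Benjamini-Hochberg adjustment. A log2 fold change is given as opaque minus white, so a positive value is higher in opaque cells, and levels are TMM-normalized CPM as mean ± SD of 3 libraries. These values are relative to all mRNA of a library and do not show changes in total mRNA per cell. Scaling by upper quartile or by total counts in place of TMM moved the median log2 fold change of all regions by -0.12 and -0.16.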

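TDH3, which encodes the glycolytic enzyme glyceraldehyde-3-phosphate dehydrogenase, was the most abundant transcript of both cell types, at 35033 ± 2681 CPM in white cells and 36562 ± 897 CPM in opaque cells (SD, n = 3 each). Its log2 fold change of 0.06 (SE 0.067, adjusted p = 0.42, edgeR) did not pass the test, and was -0.05 with upper-quartile scaling and -0.09 with total counts. Without white library 2 it was 0.12 and passed (adjusted p = 0.043, edgeR). ENO1, enolase, was at 26105 ± 1487 CPM in white cells and 24769 ± 505 CPM in opaque cells, with a log2 fold change of -0.08 (adjusted p = 0.29, edgeR). It passed with upper-quartile scaling (-0.19), total counts (-0.23), counts summed per name (-0.12) and without white library 3 (-0.13). PDC1, pyruvate decarboxylase, fell by 0.52 on the log2 scale in opaque cells (SE 0.081, adjusted p = 1.4e-04, edgeR), whereas TPI1, triosephosphate isomerase, rose by 0.53 (adjusted p = 4.5e-05). Of 16 tested genes of glycolysis and fermentation, 7 were lower in opaque cells, 3 were higher and 6 did not pass the test, with the same counts when adjusted over the list alone (camera adjusted p = 0.3 for the list). Of the 4464 regions, 4404 had at least 1 count in each of the 6 libraries. The remaining 60 had no count in 1 or more libraries, of which 5 had counts in white libraries only and 0 in opaque libraries only. Some of these 60 passed the filter on low counts and were tested. The 4404 regions with counts in every library are therefore not the same set as the 4404 tested ones. With at least 10 counts required in every library, 4159 regions were detected, and with at least 1 CPM in every library, 3909.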

Overall, we identified 4465 transcripts in both white and opaque cells, representing coverage of approximately 85% of the open-reading frames predicted by a reference genome of CLIB830T^21^. Between white and opaque cells, 511 transcripts (11.4% of total transcript number) were differentially regulated at least fourfold, with 249 transcripts more highly expressed in opaque cells and 262 transcripts more highly expressed in white cells (Supplementary Data 1). 

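The largest increase in opaque cells was that of a region named for SAG1, the mating agglutinin of alpha cells, which lies on scaffold 4 from 15971 to 17074 and matches at 27.1% identity. It was at 0.276 ± 0.217 CPM in white cells and 509.6 ± 77.0 CPM in opaque cells (SD, n = 3 each), a log2 fold change of 10.84 (SE 0.29, adjusted p = 6.6e-09, edgeR). The other region named SAG1, on scaffold 1, matches better, at 50.8% identity, and was lower in opaque cells, with -0.39 (adjusted p = 0.0028, edgeR). FIT2 and FIT3, cell wall mannoproteins that retain siderophore iron, rose by 6.67 and 5.88 on the log2 scale (adjusted p = 2.2e-10 and 2.3e-08, edgeR). The FIT3 region is 72 bp long and overlaps another. Among the 10 largest increases were NOP13, RLP7, MRD1 and SDA1, which act in ribosome assembly, with log2 fold changes of 4.93, 4.88, 4.68 and 4.42 (adjusted p = 7.6e-08, 7.1e-07, 1.0e-07 and 4.4e-08, edgeR). YMC1, a mitochondrial carrier, and NAT4, a histone acetyltransferase, rose by 4.57 and 4.29, and the transporter-like YFL040W by 4.57 (adjusted p = 5.4e-05, 1.8e-08 and 3.3e-08, edgeR). Toward white cells, ALD4, mitochondrial aldehyde dehydrogenase, was at 1592 ± 82.2 CPM in white cells and 6.58 ± 0.5 CPM in opaque cells, a log2 fold change of -7.92 (SE 0.098, adjusted p = 1.8e-12, edgeR). FMP45, a membrane protein related to SUR7, fell by 9.49 in opaque cells and OM45, a protein of the mitochondrial outer membrane, by 7.03 on the log2 scale (adjusted p = 2.9e-10 and 2.7e-10, edgeR). SIT1, a siderophore transporter, fell by 8.45 and regions named for the regulator PPR1 and for YDL144C by 8.14 and 6.83 (adjusted p = 7.8e-12, 1.1e-08 and 5.4e-09, edgeR). All 3 lie between 404 and 16074 of scaffold 9, where neighbouring regions fell together. A region named YIL169C (75, 0 and 8 counts in the opaque libraries), the acid phosphatase gene PHO5, the reductase gene FRE3 and the sulfate permease gene SUL1 had log2 fold changes of -10.01, -7.59, -7.01 and -6.76 (adjusted p = 3.3e-05, 3.8e-10, 2.6e-11 and 4.0e-09, edgeR), and lie together between 2859 and 52850 of scaffold 3. Several of these names have other regions. With counts summed over all regions of a name, the log2 fold change was 4.65 for SAG1, 3.42 for YMC1, -6.76 for YIL169C, -2.25 for FRE3, -1.09 for SUL1, -0.54 for PHO5, -0.41 for PPR1 and -0.06 for YDL144C, the last of which did not pass (adjusted p = 0.29, edgeR). In all, 3267 of the 4404 tested regions changed at an adjusted p under 0.05 (74.2%), with 1611 higher in opaque cells and 1656 higher in white cells. These were 1402 and 1937 with upper-quartile scaling and 1317 and 2021 with total counts. Of the 3267, 492 regions, under 424 names, changed at least 4-fold (11.2% of the tested regions), with 261 higher in opaque cells and 231 higher in white cells. With upper-quartile scaling these were 234 and 247, and with total counts 222 and 251. With at least 10 counts required in every library, 393 regions changed at least 4-fold, 233 higher in opaque cells and 160 higher in white cells. The 3 white and the 3 opaque libraries did not overlap for 77.8% of all tested regions, which chance gives for 10%. With counts summed over regions that share a name, 197 names were at least 4-fold higher in opaque cells and 140 in white cells. Without white library 3, 3187 regions changed and 507 of them at least 4-fold.

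**Figure D1:**
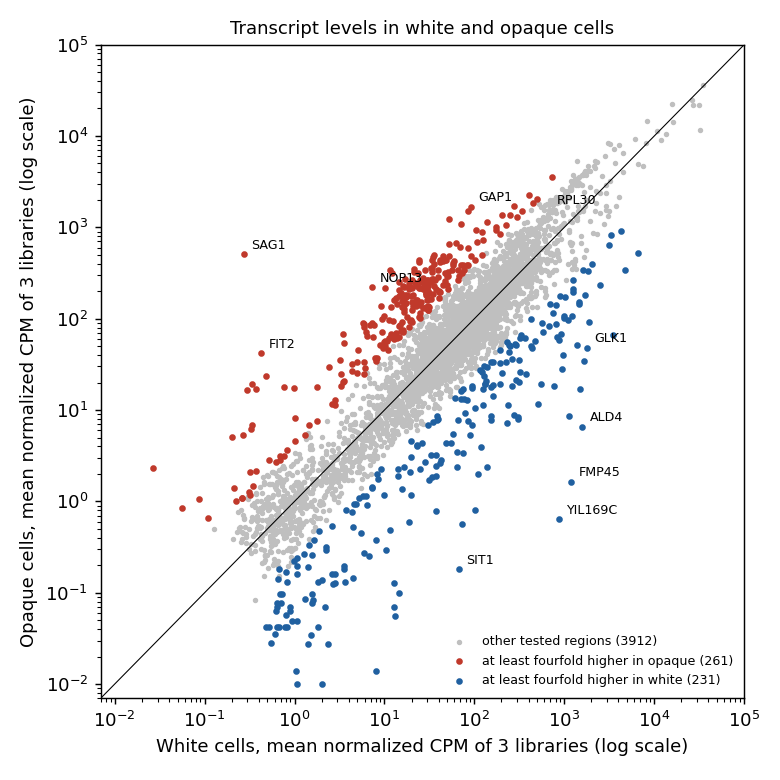
Mean normalized CPM of each of the 4404 tested regions in white cells (horizontal, log scale) and opaque cells (vertical, log scale), each the mean of 3 libraries, with values under 0.01 CPM drawn at 0.01 and the diagonal marking equal levels. The 261 regions at least 4-fold higher in opaque cells are red, the 231 at least 4-fold higher in white cells are blue, and the other 3912 are grey.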

Gene ontology (GO)-term analysis indicates that transcripts enriched in opaque cells were strongly associated with terms such as ‘ribosome biogenesis’ (*p* value 2.54e-47), ribonucleoprotein complex biogenesis (*p* value 8.48e-42), and many other rRNA associated processes, whereas white-enriched transcripts were associated with the term ‘carbohydrate metabolic process’ (*p* value 0.00145). 

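Of 63 tested genes that build the small ribosomal subunit, 52 had a region at least 4-fold higher in opaque cells, or 82.5% of the list against 7.00% of all 3301 tested names (adjusted p = 6.9e-50, Fisher's exact test, two-sided). Of 63 genes that build the large subunit, 51 did so (adjusted p = 2.5e-48, Fisher's exact test). The same held for 11 of 23 genes of RNA polymerases I and III, which transcribe rRNA and tRNA, and for 13 of 35 genes of tRNA modification (adjusted p = 1.6e-06 and 3.4e-06, Fisher's exact test). Purine synthesis was the other list enriched toward opaque cells, with 7 of 19 genes (adjusted p = 0.0016, Fisher's exact test). Toward white cells, 6 of 8 genes of glycogen metabolism had a region at least 4-fold higher, against 6.00% of all tested names, as did 11 of 23 genes of gluconeogenesis, the glyoxylate cycle and acetate use (adjusted p = 1.3e-05 and 3.9e-07, Fisher's exact test). Sugar transport and hydrolysis followed with 5 of 14 genes, and the tricarboxylic acid cycle with 4 of 13 (adjusted p = 0.0069 and 0.033, Fisher's exact test). Outside carbohydrate metabolism, 7 of 20 genes of drug efflux, 5 of 16 genes of oxidative stress defence and 5 of 18 genes of autophagy and vacuolar proteolysis had a region at least 4-fold higher in white cells (adjusted p = 1.0e-03, 0.012 and 0.02, Fisher's exact test). For drug efflux this rests mostly on regions other than the most abundant of a name. Of the most abundant ones, 2 of 20 were at least 4-fold higher in white cells. Without the 4-fold limit the list was not enriched toward white cells (adjusted p = 0.6, Fisher's exact test), nor was sugar transport and hydrolysis (adjusted p = 0.059, Fisher's exact test). Of the 12 transcription regulators that the paper itself names from these samples, 10 had a region at least 4-fold higher in white cells, which is not independent evidence (adjusted p = 7.7e-10, Fisher's exact test). Some of these regulators are also counted in other lists above. PDR1, RDR1 and YRM1 are among the drug efflux genes counted there, and BAS1 is among those of purine synthesis. CAT8 and ADR1 are among those of gluconeogenesis, the glyoxylate cycle and acetate use. Of 80 tested pairs of a list and a direction, 14 passed, from 40 lists written from general knowledge of yeast after the paper and its Supplementary Data 1 had been read. A name counts here if any of its regions passes.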

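Genes that build the small and the large ribosomal subunit made up 22.5% and 22.1% of the 231 names at least 4-fold higher in opaque cells. Among the tested lists, genes of gluconeogenesis, the glyoxylate cycle and acetate use took the largest share of the 198 names at least 4-fold higher in white cells, with 5.56%. CAT8 and ADR1, regulators that the paper names from these samples, are among them. Genes of autophagy and vacuolar proteolysis were lower in opaque cells for 12 of 18 tested members, higher for 3 and not past the test for 3, with the same counts when adjusted over the list alone (camera adjusted p = 0.0011, and adjusted p = 0.42 with an estimated correlation). PRC1, the vacuolar carboxypeptidase Y, was at 1238 ± 113 CPM in white cells and 198 ± 11.1 CPM in opaque cells (SD, n = 3 each), a log2 fold change of -2.65 (SE 0.085, adjusted p = 2.8e-10, edgeR). The vacuolar aminopeptidase genes APE1 and APE3 fell by 2.57 and 2.55 on the log2 scale (adjusted p = 8.7e-10 and 2.2e-10, edgeR). PRB1, vacuolar proteinase B, and ATG1, a kinase that starts autophagy, rose by 0.82 and 0.43 (adjusted p = 1.6e-04 and 4.0e-04, edgeR). Translation initiation and elongation factors were higher in opaque cells for 25 of 28 members, lower for 2 and not past the test for 1, with the same counts when adjusted over the list alone (camera adjusted p = 2.1e-06, and adjusted p = 0.18 with an estimated correlation). TIF34 and PRT1, subunits of initiation factor 3, rose by 1.58 and 1.52, and the elongation factor gene YEF3 by 1.58 (adjusted p = 1.6e-09, 1.8e-09 and 2.0e-09, edgeR). The members that fell, TIF4632 and CDC33, are regions of 90 and 99 bp that match at 40.0% and 42.4% identity.

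**Figure D2:**
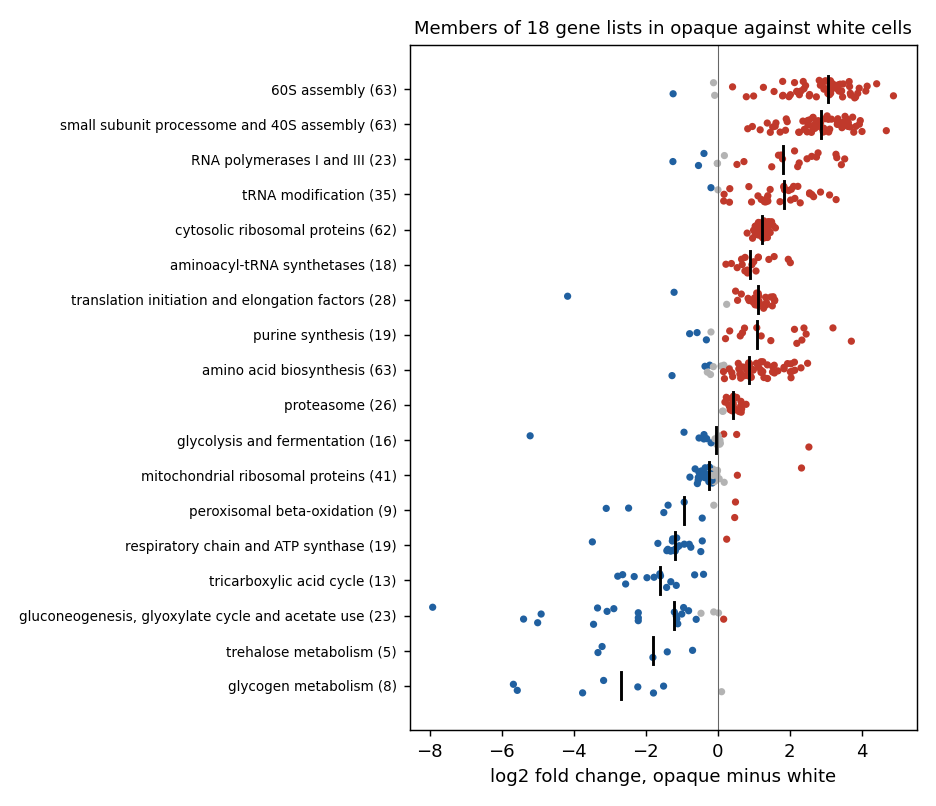
log2 fold change, opaque minus white, of each tested member (dots) of 18 gene lists, with the number of members in brackets and the median of each list as a black bar. Red dots passed the test toward opaque cells, blue dots toward white cells and grey dots did not pass; all 62 tested cytosolic ribosomal protein genes are red and all 13 genes of the tricarboxylic acid cycle are blue.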

When grouped by general gene function, such as metabolic function or transcription, we observed that white cells have a relatively diverse pattern of enriched gene transcripts (Fig. 3a), whereas the majority of opaque-enriched transcripts were associated with ribosome biogenesis (Fig. 3b). 

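All 63 tested genes of the small subunit processome and 40S assembly, which process the precursor of 18S rRNA, were higher in opaque cells, with a median log2 fold change of 2.86 (camera adjusted p = 2.5e-38, and adjusted p = 0.18 with an estimated correlation). UTP13, a processome subunit, was at 22.9 ± 1.15 CPM in white cells and 229 ± 9.86 CPM in opaque cells (SD, n = 3 each), a log2 fold change of 3.32 (SE 0.072, adjusted p = 2.9e-11, edgeR). BFR2, UTP9 and TSR1, which act in the same pathway, had log2 fold changes of 3.75, 2.65 and 3.59 (adjusted p = 6.7e-11, 7.3e-11 and 8.2e-11, edgeR). Of 63 genes of 60S assembly, 60 were higher in opaque cells, 1 was lower and 2 did not pass the test, with a median of 3.06 (camera adjusted p = 5.2e-37, and adjusted p = 0.18 with an estimated correlation). NMD3, the export adaptor of the large subunit, rose by 3.26 (SE 0.067, adjusted p = 2.6e-11, edgeR), and the RNA helicase gene DBP3 by 2.74 (SE 0.063, adjusted p = 4.8e-11, edgeR). The member that was lower, ALB1, is a region of 114 bp at 39.5% identity with a log2 fold change of -1.24 (adjusted p = 2.8e-05, edgeR). NOP15, with -0.08 (adjusted p = 0.58, edgeR), is one of 198 bp at 28.8% identity. For RNA polymerases I and III and their factors, 17 of 23 genes were higher, 3 were lower and 3 did not pass (camera adjusted p = 7.6e-07, and adjusted p = 0.23 with an estimated correlation). RPA49 of polymerase I and RET1 of polymerase III rose by 3.29 and 2.74 (adjusted p = 1.5e-10 and 1.3e-10, edgeR). In contrast, TFC3 and TFC8, subunits of the factor that recruits polymerase III, fell by 1.24 and 0.53 (adjusted p = 1.2e-08 and 1.1e-04, edgeR). For all 3 lists, the counts were the same when adjusted over the list alone.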

STRING analysis^22^, which creates groupings based on connections between known and predicted protein–protein interactions, showed a single hub of putative interacting genes in opaque-enriched transcripts, again strongly associated with ribosome biogenesis (Supplementary Fig. 5). 

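PCK1, the gluconeogenic enzyme phosphoenolpyruvate carboxykinase, was at 118 ± 16.2 CPM in white cells and 3.90 ± 0.251 CPM in opaque cells (SD, n = 3 each), a log2 fold change of -4.91 (SE 0.12, adjusted p = 8.2e-11, edgeR). ALD6, which oxidizes acetaldehyde to acetate, had a log2 fold change of -5.39 (SE 0.12, adjusted p = 2.9e-11, edgeR). Of 23 tested genes of gluconeogenesis, the glyoxylate cycle and acetate use, 19 were lower in opaque cells, 1 was higher and 3 did not pass the test (camera adjusted p = 1.0e-12, and adjusted p = 0.13 with an estimated correlation). The member that was higher, MDH3, had a log2 fold change of 0.17 (adjusted p = 0.037, edgeR). It did not pass with upper-quartile scaling, total counts (0.01, adjusted p = 0.87), at least 10 counts in every library, a block on the culture number (adjusted p = 0.057) or counts summed per name. Nor did it when any library but white library 2 was left out (adjusted p = 0.057 to 0.16). All 13 genes of the tricarboxylic acid cycle were lower in opaque cells, with a median of -1.61 (camera adjusted p = 5.8e-09, and adjusted p = 0.13 with an estimated correlation). Citrate synthase (CIT1), isocitrate dehydrogenase (IDH2) and aconitase (ACO1) had log2 fold changes of -2.56, -2.64 and -2.32 (adjusted p = 1.2e-10, 1.3e-10 and 2.2e-10, edgeR). Of 19 genes of the respiratory chain and ATP synthase, 18 were lower and 1 was higher, with a median of -1.18 (camera adjusted p = 5.5e-06, and adjusted p = 0.18 with an estimated correlation). CYT1, cytochrome c1, fell by 1.66 and ATP1, a subunit of ATP synthase, by 1.41 on the log2 scale (adjusted p = 1.9e-09 and 3.3e-09, edgeR). NDE1, the external NADH dehydrogenase, rose by 0.25 (adjusted p = 0.0036, edgeR), but did not pass with upper-quartile scaling or total counts, and had -0.24 with counts summed over the 3 regions of its name. For peroxisomal beta-oxidation of fatty acids, 6 of 9 genes were lower, 2 were higher and 1 did not pass (camera adjusted p = 0.012, and adjusted p = 0.39 with an estimated correlation). POT1, the thiolase, and FOX2 fell by 3.10 and 2.48, and FAA2 and PEX11 rose by 0.49 and 0.47 (adjusted p = 1.0e-09, 1.4e-10, 5.7e-05 and 5.5e-04, edgeR). The counts of these 4 lists were the same when adjusted over the list alone.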

Analysis of white-enriched transcripts revealed two related clusters, primarily involved in non-fermentable carbohydrate source utilization/post-diauxic shift growth and general stress response (Supplementary Fig. 6).

**Fig. 3:**
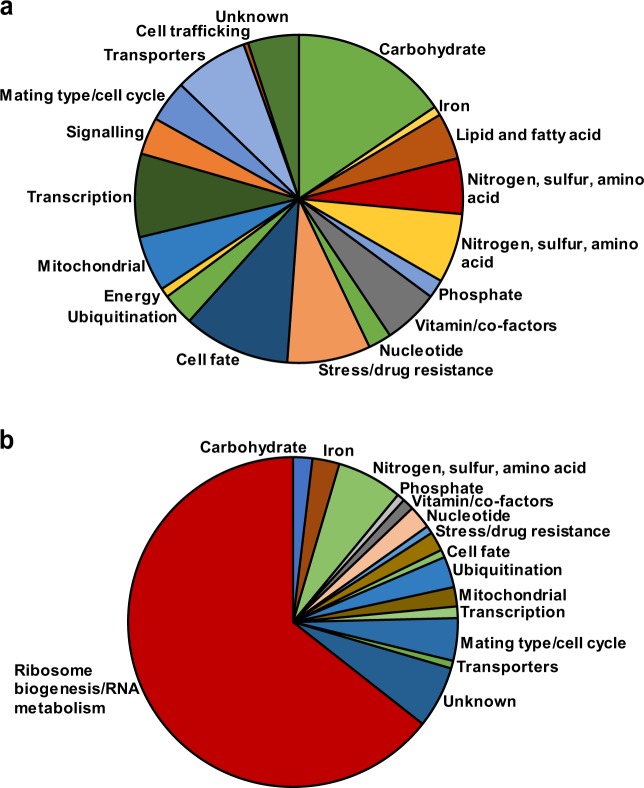
Gene expression analysis in white and opaque cells as measured by mRNA-seq. **a** Pie chart representation of gene transcripts enriched in white cells compared to opaque cells, grouped by metabolism, ribosome biogenesis, transcription, and other major categories. **b** Pie chart representation of genes transcripts enriched in opaque cells compared to white cells, grouped as in panel **a**.

The white-to-opaque switch in *C. albicans* is governed by a well-characterized transcription factor (TF) network, including *WOR1*, *EFG1*, and others^23^. Thus, we endeavoured to search for differentially regulated TFs in white and opaque cells of *T. microellipsoides* that could help explain the mechanism of switching. 

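A region named for BAS1, a Myb-related activator, lies on scaffold 5 from 53736 to 54785 and was at 10.0 ± 1.47 CPM in white cells and 50.6 ± 1.53 CPM in opaque cells (SD, n = 3 each), a log2 fold change of 2.34 (SE 0.11, adjusted p = 4.6e-09, edgeR). The other region of that name, from 55548 to 56252 of the same scaffold, had a log2 fold change of 2.79 (SE 0.10, adjusted p = 8.7e-10, edgeR). MNN4, which acts in mannosylphosphorylation of cell wall glycans, was at 30.8 ± 1.35 CPM in white cells and 125 ± 28.2 CPM in opaque cells, a log2 fold change of 2.03 (SE 0.16, adjusted p = 5.7e-06, edgeR). This is the most abundant of 3 regions of that name. Of 19 tested genes of purine synthesis (1 more had too few counts to be tested), 15 were higher in opaque cells, 3 were lower and 1 did not pass the test, with the same counts when adjusted over the list alone (camera adjusted p = 4.5e-04, and adjusted p = 0.18 with an estimated correlation). The purine synthesis list includes BAS1 itself, which is among the members that were higher. ADE4, which catalyses the first committed step, rose by 2.20 and ADE5,7 by 2.13 (adjusted p = 5.4e-10 and 2.2e-10, edgeR). IMD3, IMP dehydrogenase, rose by 2.40 (adjusted p = 1.2e-09, edgeR). ADE13 and MTD1 fell by 0.78 and 0.57 (adjusted p = 1.4e-05 and 6.8e-05, edgeR). HIS3, an enzyme of histidine synthesis, was at 65.5 ± 1.54 CPM in white cells and 268 ± 6.28 CPM in opaque cells, a log2 fold change of 2.03 (SE 0.061, adjusted p = 2.0e-10, edgeR).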

In opaque cells, we found that three TFs were more highly expressed, two of which are homologous to *BAS1*, which is involved in regulating expression of genes involved in purine and histidine biosynthesis^24^, and one of which is homologous to Mnn4, a regulator of cell-wall biogenesis^25^. In white cells, homologues of 14 TFs were more highly expressed compared to opaque cells, including *ASG1*, *XBP1*, *ACE2*, *CAT8*, *ADR1*, *PDR1*, *RDR1*, *YRM1*, *IME1*, *RPI1*, and several others of unknown function (Supplementary Data 1). 

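XBP1, a repressor of cyclin genes, had a log2 fold change of -4.08 (SE 0.11, adjusted p = 1.2e-10, edgeR), and RPI1, named for a transcription factor of fermentation stress tolerance, one of -3.42 (SE 0.11, adjusted p = 3.6e-10, edgeR). CAT8 and ADR1, which activate genes of growth on non-fermentable carbon sources, fell by 3.34 and 2.21 on the log2 scale in opaque cells (adjusted p = 8.0e-11 and 2.2e-10, edgeR), and their levels in white cells were 193 ± 13.8 and 137 ± 4.76 CPM (SD, n = 3). Of the other regions named CAT8, one of 177 bp had -3.52 and one of 48 bp on scaffold 2 had 1.01 (adjusted p = 1.3e-04, edgeR). Summed, they gave CAT8 -2.59. RDR1, a zinc cluster repressor of drug resistance genes, fell by 2.13 (adjusted p = 4.6e-09, edgeR) and lies in a group of regions on scaffold 5, from 927726 to 953711, whose tested members were all lower in opaque cells. IME1, the master regulator of meiosis, is represented by regions of 75 and 135 bp with log2 fold changes of -2.46 and -2.32 (adjusted p = 6.1e-07 and 3.8e-06, edgeR). For ASG1, a regulator of the stress response, the most abundant of 5 regions had a log2 fold change of 0.29 (SE 0.070, adjusted p = 0.0029, edgeR), which did not pass with total counts (0.13, adjusted p = 0.14) or summed per name (0.10, adjusted p = 0.11), whereas a region on scaffold 13 from 10454 to 11173, at 22.4% identity, had -4.71 (adjusted p = 8.7e-06, edgeR). PDR1, the regulator of pleiotropic drug resistance, had 0.47 (adjusted p = 1.8e-04, edgeR) in the most abundant of 3 regions and -2.20 (adjusted p = 3.3e-06, edgeR) in one of 204 bp on scaffold 6. The most abundant of 7 regions named YRM1, another regulator of drug resistance, had -0.82 (adjusted p = 2.9e-06, edgeR), and the others ranged from -3.48 to -0.06. Taking the most abundant region of each name, 8 of the 12 regulators that the paper names, BAS1 and MNN4 included, were lower in opaque cells and 4 were higher, with the same counts when adjusted over the list alone (camera adjusted p = 0.0034, and adjusted p = 0.28 with an estimated correlation). The paper chose this list on the same samples, so it is not independent evidence.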

Notably, many of these are directly involved in regulation of stress resistance or are induced during the diauxic shift in *S. cerevisiae*^26,27^; however, none stand out as obvious putative TFs responsible for morphological switching.

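The region named for MIT1, the S. cerevisiae homologue of WOR1, lies on scaffold 6 from 581904 to 582248 and was at 8.53 ± 0.764 CPM in white cells and 13.9 ± 2.43 CPM in opaque cells (SD, n = 3 each), a log2 fold change of 0.69 (SE 0.14, adjusted p = 0.0011, edgeR). The other region named MIT1, of 198 bp, had 1.30 (SE 0.54, adjusted p = 0.055, edgeR). SOK2, the homologue of EFG1, was at 69.7 ± 3.13 CPM in white cells and 140.3 ± 17.3 CPM in opaque cells, a log2 fold change of 1.01 (SE 0.089, adjusted p = 1.2e-06, edgeR). ROX1, a repressor of hypoxic genes, rose by 0.90 in opaque cells (adjusted p = 2.0e-05, edgeR). TUP1 and CYC8, which form a general corepressor, fell by 0.49 and 0.47 on the log2 scale, and SIF2 and SNT1, subunits of a histone deacetylase complex, by 0.71 and 0.38 (adjusted p = 3.1e-05, 7.7e-05, 1.5e-06 and 5.9e-04, edgeR). Of 9 tested homologues of regulators of the C. albicans switch, 4 were higher in opaque cells and 5 were lower, with the same counts when adjusted over the list alone, and 0 changed at least 4-fold in either direction (edgeR). As a group they showed no shift in a common direction against other genes (camera adjusted p = 0.83). With members going both ways, this test cannot tell whether they changed more than other genes. Their median log2 fold change was -0.38 and their mean 0.04.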

Overall, while there were changes in the levels of global transcription regulators (TR), neither the *WOR1* or *EFG1* homologue (the central regulators of switching in *C. albicans*)^5^ nor homologues of any other *C. albicans* white-to-opaque regulators were differentially regulated between the two cell types, suggesting these proteins are not involved in this phenotypic switch in *T. microellipsoides*. For additional confirmation, we created a deletion of the *EFG1* homologue in *T. microellipsoides* and evaluated white-to-opaque switching. In *C. albicans*, *EFG1* deletion results in a high rate of switching to the opaque phase^17,28^, however we did not observe any effect on *T. microellipsoides* white-to-opaque switching (Supplementary Fig. 7).

While we observed relatively little similarity between the transcriptional profile *of T. microellipsoides* and *C. albicans* white and opaque cells, we did make several general observations about these two cell types in *T. microellipsoides*, which allowed us to hypothesize about possible specialized functions of each cell morphology. 

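GAP1, the general amino acid permease, was at 92.3 ± 29.2 CPM in white cells and 1679 ± 87.1 CPM in opaque cells (SD, n = 3 each), a log2 fold change of 4.18 (SE 0.23, adjusted p = 1.5e-06, edgeR). MEP2, an ammonium permease, was at 84.9 ± 26.4 and 1496 ± 69.5 CPM, a log2 fold change of 4.14 (SE 0.23, adjusted p = 1.6e-06, edgeR). Of 24 tested targets of nitrogen catabolite repression, 16 were higher in opaque cells, 6 were lower and 2 did not pass the test (camera adjusted p = 0.12, and adjusted p = 0.49 with an estimated correlation). Without white library 3 the list passed with the preset correlation (camera adjusted p = 0.019). The permease genes UGA4 and CAN1 rose by 4.04 and 2.15 and GLN1, glutamine synthetase, by 1.95 (adjusted p = 1.2e-08, 3.2e-09 and 5.0e-10, edgeR). UGA2 and UGA1 of GABA degradation fell by 3.85 and 0.74 (adjusted p = 2.2e-11 and 1.1e-06, edgeR). With counts summed per name, UGA4 had 2.57 and UGA2 -1.59. GDH2, glutamate dehydrogenase, had a log2 fold change of -0.10 (adjusted p = 0.59, edgeR). All 62 tested cytosolic ribosomal protein genes (1 more had too few counts to be tested) were higher in opaque cells, with the smallest log2 fold change 0.82 and a median of 1.22 (camera adjusted p = 1.3e-13, and adjusted p = 0.42 with an estimated correlation). RPL3 rose from 3212 ± 182 to 8161 ± 74.7 CPM (log2 fold change 1.35, adjusted p = 6.8e-09, edgeR). For tRNA modification, 33 of 35 genes were higher and 1 was lower (camera adjusted p = 9.0e-13, and adjusted p = 0.18 with an estimated correlation). The methyltransferase subunit TRM11 and the dihydrouridine synthase DUS3 rose by 2.86 and 3.29 (adjusted p = 8.4e-11 and 1.8e-10, edgeR). The member that was lower, TAD1, had -0.19 (adjusted p = 0.048, edgeR). It did not pass with relative log expression, DESeq2 (adjusted p = 0.074), limma-voom, or without opaque library 2, opaque library 3 or white library 2. All 18 aminoacyl-tRNA synthetase genes were higher, with a median of 0.89 (camera adjusted p = 2.0e-04, and adjusted p = 0.39 with an estimated correlation), among them GLN4 with 2.02 (adjusted p = 2.4e-10, edgeR). The counts of these 4 lists were the same when adjusted over the list alone.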

Firstly, compared to white cells, opaque cells seem to be primed for proliferation based on the whole-scale increase in expression of genes involved in ribosome biogenesis and tRNA synthesis^29^, as well as increased expression of the nitrogen uptake genes *GAP1* and *MEP2* (verified by RT-qPCR), which are under nitrogen catabolite repression in other species (Supplementary Data 1, Supplementary Fig. 8)^30^. 

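GPH1, glycogen phosphorylase, was at 3432 ± 220.1 CPM in white cells and 67.1 ± 1.03 CPM in opaque cells (SD, n = 3 each), a log2 fold change of -5.68 (SE 0.082, adjusted p = 4.5e-12, edgeR), and GSY2, glycogen synthase, fell by 5.57 on the log2 scale (adjusted p = 9.6e-12, edgeR). Of 8 tested genes of glycogen metabolism, 7 were lower in opaque cells and 1 did not pass the test, a region of 318 bp named GAC1 with 0.11 (adjusted p = 0.4, edgeR) (camera adjusted p = 2.9e-11 for the list, and adjusted p = 0.18 with an estimated correlation). All 5 genes of trehalose metabolism were lower (camera adjusted p = 2.8e-05, and adjusted p = 0.18 with an estimated correlation), among them TPS1 and TPS2, which make trehalose, with -3.21 and -1.80 (adjusted p = 1.3e-10 and 9.3e-09, edgeR), and ATH1, which degrades it, with -1.40 (adjusted p = 6.9e-09, edgeR). Of 14 genes of sugar transport and hydrolysis, 8 were lower, 5 were higher and 1 did not pass (camera adjusted p = 0.0059, and adjusted p = 0.29 with an estimated correlation). XKS1, xylulokinase, and SUC2, invertase, fell by 4.76 and 4.36 (adjusted p = 2.2e-11 and 2.4e-10, edgeR). The isomaltase gene IMA1 and the hexose transporter gene HXT1 rose by 2.15 and 1.27 (adjusted p = 1.1e-07 and 3.8e-08, edgeR). The SUC2 region lies in the group on scaffold 3, between 2859 and 52850, whose members fell together. CTT1, the cytosolic catalase, was at 1212 ± 100.3 CPM in white cells and 107 ± 9.26 CPM in opaque cells (SD, n = 3 each). CTA1, the peroxisomal catalase, looked up because the paper speaks of catalases, was at 229 ± 19.2 and 78.9 ± 4.77 CPM, a log2 fold change of -1.54 (SE 0.079, adjusted p = 1.2e-08, edgeR). Of 16 genes of oxidative stress defence, 11 were lower in opaque cells, 4 were higher and 1 did not pass (camera adjusted p = 0.0015, and adjusted p = 0.39 with an estimated correlation). ECM4, a glutathione transferase, and PRX1, mitochondrial peroxiredoxin, fell by 4.58 and 2.69, and GSH1, which starts glutathione synthesis, rose by 1.12 (adjusted p = 1.2e-10, 2.4e-10 and 6.2e-08, edgeR). The counts of these 4 lists were the same when adjusted over the list alone.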

Secondly, higher expression levels of enzymes involved in glycogen and trehalose synthesis, metabolism of complex carbon sources, and catalases^27^ suggest that, compared to opaque cells, white cells may be primed to handle stress conditions, such as nutrient starvation in stationary phase, growth on alternate carbon sources, and conditions of oxidative stress and/or heat shock. Thus, we posited that white cells would tolerate exposure to these stressors more effectively than opaque cells, whereas opaque cells would be more sensitive to these stressors, but would proliferate at a higher rate under optimal, non-stressful conditions.

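Genes of heat shock proteins and chaperones went both ways. HSP26, a small heat shock protein, was at 322 ± 17.6 CPM in white cells and 26.0 ± 3.19 CPM in opaque cells (SD, n = 3 each), a log2 fold change of -3.63 (SE 0.095, adjusted p = 1.0e-10, edgeR), and HSP104, a disaggregase, fell by 1.38 on the log2 scale (adjusted p = 2.5e-06, edgeR). In contrast, SSB2, a chaperone of the ribosome, rose from 3058 ± 16.6 to 8322 ± 158 CPM (log2 fold change 1.44, adjusted p = 1.6e-09, edgeR), and the co-chaperone gene YDJ1, SSE1 and SSA1 rose by 1.79, 0.89 and 0.81 (adjusted p = 7.6e-10, 3.2e-07 and 1.0e-06, edgeR). Of 18 tested members, 8 were higher in opaque cells, 6 were lower and 4 did not pass the test, with the same counts when adjusted over the list alone (camera adjusted p = 0.96). From the higher expression of genes of ribosome biogenesis, tRNA synthesis and nitrogen uptake in opaque cells, and of genes of glycogen and trehalose synthesis, complex carbon sources and catalases in white cells, the paper proposes that opaque cells are primed to proliferate and white cells to withstand stress, and it then tests growth and survival of both cell types.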

### Sensitivity of white and opaque cells to nutrient, oxidative, stationary phase, and other cellular stressors

We endeavoured to characterize the two cell types by comparing the growth of white and opaque cells on YEG or YEG containing 3 mM H_2_O_2_, YNB containing various complex carbon or nitrogen sources, and exposure of both cell types of additional commonly encountered environmental stressors. In doing so, we first observed that there were no obvious differences in growth for white cells compared to opaque on any carbon or nitrogen sources tested, indicating that neither cell type had an observable growth advantage in these conditions (Supplementary Fig. 9). Additionally, we observed that opaque cells form notably larger colonies than white cells on YEG agar plates, consistent with an increase in cell size and cell-mass proliferation. To quantify this, we measured the wet mass of white and opaque colonies, and found that the mass of opaque colonies was approximately 2.5-fold greater than white colonies (Supplementary Fig. 10A), consistent with our gross observations; we also measured the number of cells per colony and observed that white colonies have approximately threefold more cells per colony than opaque colonies, reflecting the large difference in cell size (Supplementary Fig. 10B).

Next, we tested the sensitivity of white and opaque cells to oxidative stress by exposure to H_2_O_2_. Consistent with our prediction based on the mRNA-seq analyses, we found that opaque cell survival was greatly reduced compared to white cells when grown in the presence of 3 mM H_2_O_2_ (Fig. 4a), indicating that they are indeed more sensitive to oxidative stress.

**Fig. 4:**
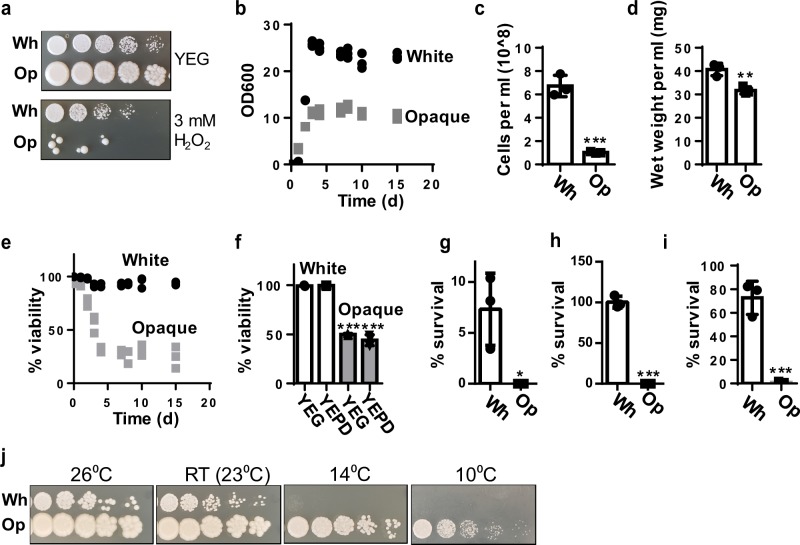
Comparison of white and opaque cell resistance to oxidative, stationary phase, and other stressors. **a** Dilution series of white and opaque cells on YEG and YEG + 3 mM H_2_O_2_. **b** Growth curves of white and opaque cells grown in liquid YEG medium. *N* = 3 independent cultures for panels **b**–**e**. **c** Measurements of cell number per millilitre in the stationary phase of growth (day 7) for white and opaque cells. **d** Wet weight per millilitre of stationary-phase cultures of white and opaque cells (day 7). **e** Viability measurements over time of white and opaque liquid cultures. **f** Viability of white and opaque colonies after 14 days of growth on either YEG or YEPD. *N* = 3 independent colonies. **g** Survival of white and opaque cells after 24 h of desiccation. *N* = 3 independent experiments for panels **g**–**i**. **h** Survival of white and opaque cells after digestion with zymolyase for 2 h. **i** Survival of white and opaque cells after 5 min of heat shock at 50 °C. **j** Dilution series comparing the growth rate of white and opaque cells at 26 °C, 23 °C (RT), 14 °C, and 10 °C. Error bars represent the standard deviation of the mean; significance values are shown in Supplementary Data 1.

We also tested tolerance of the two cell types to starvation conditions encountered in stationary-phase cultures. This experiment was performed by inoculating white and opaque cells in liquid YEG medium and monitoring their growth over time by OD measurements and viability by methylene blue-staining and flow cytometry. We observed that white cells grow to a much higher density in the stationary phase; however, the wet weight per ml of white and opaque cells in the stationary-phase cultures were similar. Thus, these differences in growth may reflect the difference in cell size between white and opaque cells, as noted in the previous section (Fig. 4b–d). Viability measurements, however, showed a striking difference between white and opaque cells. Even during early growth timepoints (i.e. log phase), the viability of opaque cells was never greater than 95%, and over time, viability decreased dramatically such that after 5 days in culture opaque cells were only 30% viable and continued to slowly decrease, whereas white cells remained at least 91% viable for the entire time course (Fig. 4e). Additionally, we tested the viability of white and opaque cells on agar plates after 14 days of growth and observed a similar viability reduction in opaque cells compared to white cells, both on YEG and more nutrient-rich YEPD medium (Fig. 4f).

To further expand on differences between the two cell morphologies, we explored growth of white and opaque cells under a number of different stressful conditions that this species may encounter, including exposure to desiccation, cell-wall degradation (with the enzyme zymolyase), heat shock, the cell-wall stressors calcofluor white and Congo red, and growth at different temperatures.

We found that after desiccation for 24 h, approximately 5% of white cells survive, whereas there was no detectable survival of opaque cells (Fig. 4g). In testing additional cell-wall stressors, we found that opaque and white cells have similar growth rates on plates containing calcofluor white and Congo red (Supplementary Fig. 11). In testing for sensitivity of both cell types to zymolyase, we found that 100% of white cells survived treatment with this enzyme, whereas surviving opaque cells were not detected (Fig. 4h). After heat-shock treatment for 2 min at 50 °C, the survival rate of white cells was approximately 70% compared to <1% for opaque cells (Fig. 4i).

Lastly, we tested growth of white and opaque cells at different temperatures, and observed that at 23 °C (room temperature) and 26 °C, white and opaque cells grew similarly, however at lower temperatures, such at 14 °C and, more strikingly, at 10 °C, opaque cells continued to grow well, whereas white cells grew at a highly reduced rate (Fig. 4j). To assess if the superior low-temperature growth rate of opaque cells translated into a competitive advantage, we performed direct competition assays between white and opaque cells in three different conditions: (1) growth on a plate at a room temperature (2) growth on a plate at 10 °C, and (3) growth in liquid culture at room temperature. We observed that after 48 and 96 h, opaque cells showed a modest competitive advantage compared to white cells when grown at room temperature. When grown at 10 °C, the growth advantage of opaque cells was much greater, with opaque cells representing a majority of the population after 96 h. However, in liquid culture at room temperature, white cells show a competitive advantage over opaque cells after 96 h (Supplementary Fig. 12).

Overall, our results indicate that white cells are more resistant to multiple physiological stressors (i.e. oxidative and stationary-phase stress, heat shock, etc.), as compared to opaque cells, which is consistent with several of our predictions based on the transcriptional profiles of the two cell types. Furthermore, while opaque cells generate more cell mass per colony on agar plates and grow well at colder temperatures, they quickly lose viability over time in both solid and liquid based growth conditions.

### Expression of oxidative and stationary-phase stress-response genes in white and opaque cells

In the previous section, we established that there are innate differences in stress tolerance between white and opaque cells. Such differences may indicate some cellular specializations of each cell type as a result of transcriptional re-wiring of stress-response pathways. To test if this was the case in opaque cells, we examined the transcriptional induction of homologues of canonical oxidative stress and general stress-response genes in response to hydrogen peroxide. In this experiment we observed that upon exposure to 3 mM H_2_O_2_ in liquid culture, white cells grew at 75% the rate of untreated cells, whereas opaque cells grew at 14.2% the rate, reflecting the sensitivities observed by dilution series (Fig. 5a). For these experiments, we opted to study the expression of four genes: homologues of two canonical oxidative stress-response genes, Catalase T (*CTT1*)^31^ and superoxide dismutase 2 (*SOD2*)^32^, the homologue of the stress-associated transcriptional regulator *Xho*I site-binding protein 1 (*XBP1*)^33^, and a homologue of the ribosome biosynthesis-associated gene Ribosomal Protein of the Large subunit 30 (*RPL30*)^34^. These genes were chosen based on homology to *S. cerevisiae* proteins, and in the case of *CTT1*, *RPL30*, and *XBP1*, the differential expression profiles in our RNAseq experiment (Supplemental Data 1). 

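In these log-phase cultures without H2O2, CTT1 had a log2 fold change of -3.51 (SE 0.093, adjusted p = 1.1e-10, edgeR), so it was lower in opaque cells. RPL30, a protein of the large ribosomal subunit, was at 679 ± 29.4 CPM in white cells and 1558 ± 74.6 CPM in opaque cells (SD, n = 3 each), a log2 fold change of 1.20 (SE 0.067, adjusted p = 2.6e-08, edgeR). XBP1 was at 89.5 ± 9.01 CPM in white cells and 5.30 ± 0.649 CPM in opaque cells in the more abundant of its regions. The other region of that name, of 225 bp, had a log2 fold change of -0.75 (SE 0.12, adjusted p = 1.3e-04, edgeR). With both summed, XBP1 had -2.27.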

Our expression analyses indicated that none of these genes are induced in response to H_2_O_2_ treatment in either white or opaque cells. Specifically, we found that both *CTT1* and *XRN1* are more highly expressed in white cells compared to opaque cells regardless of H_2_O_2_ treatment, *SOD2* is not different between the two cell types (Fig. 5b–e), and *RPL30* is more highly expressed in opaque cells; all of these results were also consistent with our mRNA-seq observations (Supplementary Data 1). Thus, we conclude that homologues of key genes involved in the oxidative stress response are not induced in *T. microellipsoides* in response to this stressor, and instead they appear to be differentially regulated by cell type, which is reflective of their resistance to this stressor.

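In the mRNA-seq libraries, SOD2, mitochondrial superoxide dismutase, was at 23.0 ± 1.12 CPM in white cells and 15.7 ± 1.73 CPM in opaque cells (SD, n = 3 each), a log2 fold change of -0.54 (SE 0.10, adjusted p = 5.4e-04, edgeR). XRN1, the main cytoplasmic 5'-3' exoribonuclease, was at 273 ± 5.68 CPM in white cells and 263 ± 16.8 CPM in opaque cells, a log2 fold change of -0.05 (SE 0.066, adjusted p = 0.49, edgeR) that did not pass the test. With upper-quartile scaling XRN1 had -0.17 (adjusted p = 0.029, edgeR) and with total counts -0.21 (adjusted p = 0.014, edgeR).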

**Fig. 5:**
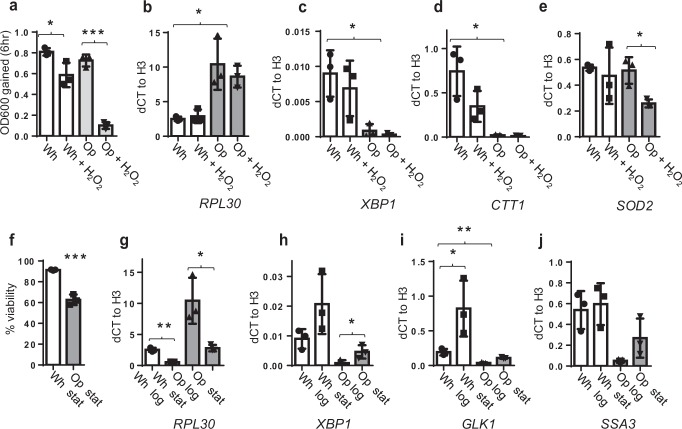
Comparison of white and opaque cell transcriptional responses under oxidative and stationary-phase stress. **a** OD_600_ measurement of white and opaque cells after 6 h of growth with or without H_2_O_2_ treatment. **b**–**e** Relative expression of *RPL30* (**b**), *XBP1* (**c**), *CTT1* (**d**), and *SOD2* (**e**) in white, opaque, and both cell types grown with H_2_O_2_, as measured by RT-qPCR. **f** Viability of white and opaque stationary-phase liquid cultures at time of harvest. **g**–**j** Relative expression of *RPL30* (**g**), *XBP1* (**h**), *GLK1* (**i**), and *SSA3* (**j**) in white and opaque cells in the stationary phase, as measured by RT-qPCR. *N* = 3 independent cultures for all panels. Error bars represent the standard deviation of the mean; significance values are shown in Supplementary Data 1.

To test for induction of genes specific for stationary-phase survival, we grew cultures of white and opaque cells for 3 days and harvested samples for RT-qPCR analysis; at this timepoint white cells remained between 95 and 100% viable, whereas opaque cells had dropped to ~60% viability (Fig. 5f). We examined expression of homologues of *XBP1*, Glucokinase 1 (*GLK1*)^35^, Stress-Seventy subfamily A 3 (*SSA3*)^36^, and *RPL30*^34^, as all of these genes are known to be differentially regulated in log versus stationary phase growth in *S. cerevisiae*. Furthermore, *GLK1*, *XBP1*, and *SSA3* play key roles in *S. cerevisiae* stationary-phase survival^26,33^, and were differentially expressed between white and opaque cells in our mRNA-seq analyses (Supplementary Data 1). In contrast to the oxidative stress response, a moderate induction of *XBP1* and *GLK1* was detected in stationary-phase cells of both types, as compared to log-phase cells; *SSA3* was not differentially expressed (Fig. 5g–j). 

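The mRNA-seq values that follow compare the cell types in log-phase cultures and hold no stationary-phase sample. GLK1, glucokinase, was at 1794 ± 197 CPM in white cells and 48.4 ± 2.41 CPM in opaque cells (SD, n = 3 each), a log2 fold change of -5.21 (SE 0.10, adjusted p = 2.2e-11, edgeR). SSA3, a stress-induced chaperone of the HSP70 family, was at 6618 ± 826 CPM in white cells and 521 ± 151 CPM in opaque cells, a log2 fold change of -3.67 (SE 0.22, adjusted p = 3.0e-06, edgeR). This region lies on scaffold 7 from 483680 to 485506 and matches SSA3 at 89.0% identity. The other region named SSA3, of 282 bp on scaffold 4, matches at 60.4% identity and had a log2 fold change of 2.51 (SE 0.11, adjusted p = 2.4e-09, edgeR).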

The opposite trend was true with regards to *RPL30* expression; levels were reduced in stationary phase compared to log phase in both white and opaque cells. In addition, there were generalized differences in expression of *XBP1*, *GLK1*, *SSA3*, and *RPL30* between white and opaque cells (Fig. 5g–j). Although *XBP1* and *GLK1* exhibit a stationary-phase induction in opaque cells, and the induction is of a similar magnitude to white cells (~4-fold), their overall levels were 5 to 8-fold lower than in white cells, regardless of induction. The opposite was also true for *RPL30*, where there was a decrease in transcription in stationary phase compared to log phase in both white and opaque cells, however overall levels of this transcript were ~5-fold higher in opaque vs. white cells. The pattern we observed from these data is that white and opaque cells differ substantially in their innate expression of these marker genes. Within each cell type, expression can be induced by exposure to the stationary-phase stressor, however the levels of induction are of a much lower magnitude than the innate differences in expression level between the cell types. Taken together, these transcriptional and phenotypic data provide evidence that white and opaque cells may be re-wired in terms of oxidative stress-response and growth-phase related gene induction, and these differences could reflect potential specializations of each cell type.

## Discussion

Here, we report the discovery of a phenotypic switch in the ZT-clade species *T. microellipsoides* from small white budding yeast to a larger budding yeast with an opaque colony texture. Prior to our work, this phenomenon had only been observed in *C. albicans* and two other related species, all members of the CTG clade of *Saccharomycetacaea*. As such, our findings suggest that phenotypic switching from one yeast type to another in ascomycetous fungi, specifically white-to-opaque-like switching, may be more common that previously thought, and that study of un-characterized yeasts may reveal additional species that possess this capability.

White-to-opaque switching in *T. microellipsoides* is morphologically reminiscent of white-to-opaque switching in the three canonical *Candida* species. This may suggest that morphology switching of this fashion has either independently evolved in phylogenetically distant yeast species or is an inherent ancestral trait in ascomycetous yeast in which cellular functions of the alternate (opaque) cell type diverged. The white-to-opaque switch in *C. albicans* is one of the most well studied epigenetic switches in nature^5^, and significant understanding of fundamental phenomena such as the interaction and function of complex transcription factor loops in eukaryotic cells have been gained from its study. Further characterization of the white-to-opaque switch in *T. microellipsoides* may provide similar insights into diverse biological processes.

Compared to our basic definitions of *T. microellipsoides* white and opaque cells, the two cell types in *C. albicans* have been defined in detail over many years of study. In *C. albicans*, opaque cells display multiple functions compared to white cells, including specialization for mating and colonization of different host tissues, immune evasion in certain situations, and a metabolism specific for growth in a limited number of conditions^5–7,16^. White cells are thought to be the generalist cell type, with growth advantages compared to opaque cells under most conditions, and they are considered the ‘basal state’ of *C. albicans*^37^. In this sense, morphology switching in *T. microellipsoides* and *C. albicans* is directly relatable, as white cells also appear to be the ‘basal’ state in *T. microellipsoides* and act as metabolic and stress-tolerance generalists, whereas opaque cells exist in a specialized metabolic state (i.e. higher expression of ribosome biogenesis genes) and only appear to be superior to white cells in a specific subset of conditions. A high throughput Biolog-based comparison of the two cell types, as was done in *C. albicans*^37^, would provide valuable insight into the full phenotypic profile of the two cell types in *T. microellipsoides*.

We also note a potential similarity of *T. microellipsoides* white cells and *S. cerevisiae* spores in addition to the fact they are both haploid. In *S. cerevisiae* (and most yeasts), zymolyase degrades the cell wall of vegetative cells, and the ascus surrounding spores, but not spores themselves^38^. This property of *S. cerevisiae* spores is critical for their survival passaging through *Drosophila melanogaster* (fruit fly) digestive tracts^39^. In natural environments, *S. cerevisiae* are often consumed by *D. melanogaster*; and surviving passage through the GI tract of this and related organisms allows the spread of the yeast to new niches^39^. Our results demonstrate that *T. microellipsoides* white cells are insensitive to zymolyase, which may also allow the cells to passage through insect species. These two forms may represent different evolutionary mechanisms of handing cell-wall stressors, or perhaps a similar evolutionary origin, as a *Torulaspora* species is thought to be one of the two yeasts which hybridized to form the whole-genome duplication clade of yeasts^9^.

Based on our observations herein, we propose the following model for the white-to-opaque morphology switch in *T. microellipsoides*: white and opaque cells represent two distinct phases of this species, which function optimally under different specialized conditions. The basal state of *T. microellipsoides* is likely the white phase, where cells grow slowly and conservatively, and are highly resistant to many environmental stressors; being an environmental organism, it is likely these represent the most commonly encountered conditions for this species. Switching from white-to-opaque is generally stochastic; however, certain stimuli, such as UV exposure, increase the switching rate. Once formed, opaque cells represent a specialized state of *T. microellipsoides* that is optimized for rapid growth and utilization of nutrients, as well as growth at low temperatures. When conditions are optimal (i.e. rich in resources), they function to rapidly expand the population to fill the available niche quickly. When resources are exhausted, the population of opaque cells collapses, undergoing a high amount of cell death, as well as generating progeny with diverse phenotypes (possibly via chromosome loss or rearrangements), which provide diverse starting material for either occupation of a new niche, or for long-term survival of stress, as a notable percentage of these progeny are genuine white cell revertants.

Overall, the most important implication of our findings is that morphology switching resembling white-to-opaque switching occurs in the ZT-clade yeast *T. microellipsoides*. Importantly, *T. microellipsoides* is hundreds of millions years diverged from *C. albicans* and other yeasts that undergo morphologic switching of a similar nature, thus this trait may be more common than previously thought and, therefore, is an point of interest for future study. Indeed, there are many avenues of further investigation, and our initial characterization provides several tools, such as the genomic and mRNA-seq data for white and opaque cells as well as methods of genetic manipulation in this species, that facilitate these future studies.

## Methods

### Strains, media, and growth conditions

*Escherichia coli* strain DH5α was used for cloning and plasmid propagation. *T. microellipsoides* strain NCYC 2568 was used in all studies. Unless otherwise indicated, yeast cells were propagated on yeast extract glucose [1% yeast extract, 2% dextrose] at 23 °C for all assays. For colony morphology assays, cells were propagated for 14 days at 23 °C on YEG agar plates. For H_2_O_2_ sensitivity assays, cells were grown on 0.3 or 3 mM H_2_O_2_ containing YEG agar plates for 5 days. In liquid culture, cells were grown in YEG medium in test tubes on a roller drum at 23 °C for the times indicated with the exception of the mRNA-seq analysis, where triplicate cultures of white and opaque cells were grown in 50 ml cultures in a 250 ml Erlenmeyer flask at 250 r.p.m. at 23 °C. For chemical transformations, cells were plated on geneticin (G418) at a concentration of 200 µg/ml. All strains are given in Supplementary Table 2.

### Genome sequencing and assembly

Genomic DNA was purified using a standard phenol–chloroform-based extraction. DNA was then treated with RNaseA for 1 h at 37 °C, and re-purified with an additional phenol–chloroform extraction. Sequencing libraries were prepared using the Nextera DNA Flex library preparation kit, according to the manufacturer’s instructions (Illumina). Libraries were pooled and loaded onto a NextSeq High Output flow cell, generating paired-end 150 bp reads. Raw base call data (bcl) were converted into FastQ format using the bcl2fastq conversion software from Illumina (version 2.19). Library preparation and sequencing were performed at Sequencing and Bioinformatics Consortium at the University of British Columbia (Vancouver, Canada). Quality Control was performed using FASTQC^40^. Reads were aligned against the *T. microellipsoides* reference genome (genbank ID CLIB830T)^21^ with 100% of reads aligned to the reference genome for both libraries and an average sequencing depth of 123 and 91 for opaque and white samples, respectively. Reads for white and opaque samples were also assembled into scaffolds using Abyss^41^, with N50 of 151741 and 187462 for white and opaque samples, respectively. Pairwise comparison of the assembled scaffolds was done using LASTZ^42^ and represented within a Circos plot^20^. All sequencing data have been deposited on the Gene Expression Omnibus served (NCBI), reference number GSE136991.

### mRNA-sequencing and analysis

Total RNA was purified using a standard hot acid phenol–chloroform extraction^43^. RNA was then treated with DNaseI for 1 h at 37 °C, and re-purified with an additional acid phenol–chloroform extraction. RNA was quantified using Qubit fluorometry and 500 ng of each sample was used to prepare sequencing libraries with the TruSeq Stranded mRNA library preparation kit, according to the manufacturer’s instructions (Illumina). Libraries were pooled and loaded onto a NextSeq High Output flow cell, generating paired-end 75 bp reads. Raw base call data (bcl) were converted into FastQ format using the bcl2fastq conversion software from Illumina (version 2.19). Library preparation and sequencing were performed at Sequencing and Bioinformatics Consortium at the University of British Columbia (Vancouver, Canada). Quality Control was performed using FASTQC^40^. RNAseq reads aligned to the CLIB830T reference genome using STAR^44^ (see Supplementary Data 1 for sequence depth and map ability). Transcriptomes for all libraries were assembled and merged using cufflinks^45^. Annotations for transcript sequences were derived from the Entrez [NCBI resource coordinator] protein sequence database for *S. cerevisiae* using BLAST^46^. Best matches (median length of match = 464 bp, median percent identity = 62) were retrieved, and defined as transcript annotations into an ensembl gff3 file [https://uswest.ensembl.org/info/website/upload/gff3.html]. The latter was then used to quantify transcripts levels in all analysed samples. Differential expression was assessed using DEseq 2.0^47^. All sequencing data have been deposited on the Gene Expression Omnibus served (NCBI), accession number GSE136991.

### White-to-opaque/opaque-to-white switching assays

White-to-opaque switching was quantified by plating cells for ~100 CFU per plate on YEG agar and incubating for 14 days at 23 °C. Colonies were then visually inspected for opaque sectors, which are easily identified based on the texture and colour difference of the two cell types.

### Pulse-field gel electrophoresis

White, opaque, and opaque-derived cells were grown in YEG overnight at room temperature on a roller drum. Cell density for each culture was measured by hemocytometer counting, and 1 × 10^8^ cells of each culture were harvested and washed once in 1 ml of dH_2_O. Cells were then washed twice in 500 μl of 0.5 M EDTA. Cells were then embedded in 0.5% Agarose plugs (made with 0.5 M EDTA). Plugs were then washed once in 500 μl of 0.5 M EDTA, and the supernatant removed. Five hundred microlitres of a solution containing 5 mg/ml Proteinase K, 1% *N*-lauroyl sarcosine, and 0.5 M EDTA was added to each individual plug and incubated at 50 °C for 24 h. Plugs were then washed twice with 500 µl of 0.5 M EDTA and stored at 4 °C. Plugs were then loaded into a 0.8% agarose/TBE gel, and chromosomes separated on a contour-clamped homogeneous-electric-field gel electrophoresis (CHEF) gel apparatus in 0.5× TBE [45 mM Tris-borate pH 8.0, 1 mM EDTA] at 75 V cooled to 14 °C. Pulse times were 120 s for 48 h, followed by 60 s for 24 h. Gels were then stained with ethidium bromide (0.5 μg/ml) and visualized on an ultra-violet transilluminator.

### Competitive fitness assays

White and opaque cells were grown to log phase (OD_600_ of 0.5) in YEG media. One millilitre of each cell type was harvested by centrifugation, washed once in dH_2_O, and re-suspended in 500 μl of dH_2_O. Cells per millilitre were measured by hemocytometer counts for each suspension, and 1 × 10^6^ cells of each cell type were mixed in a separate tube and vortexed to mix well. Serial dilutions of this mixture were plated to determine the starting relative ratio of white and opaque colonies, which was approximately 50% of each. For test conditions, 5 µl of this mixture was spotted onto agar plates and incubated at either room temperature (23 °C) or 10 °C for 48 or 96 h, after which a sample was collected, re-suspended in 500 µl of H_2_O, and serial dilutions were plated to determine the relative CFU of white and opaque cells. For the liquid culture experiment, 5 µl of the initial mixture was inoculated into 5 ml of fresh YEG media and incubated on a roller drum at room temperature for 96 h. To calculate the recovered/inoculum ratio, CFU of each cell type recovered in each specific experimental condition was divided by the initial inoculum CFU ratio.

### Zymolase sensitivity

White and opaque cells were grown to the log phase (OD_600_ of 0.5) in YEG media. Two hundred microlitres of culture were harvested, and washed once in 1 ml of dH_2_O and pelleted. The pellet was re-suspended in 100 µl of Zymolyase 100-T (units/ml), and incubated at 30 °C for 1 h. One millilitre of water was then added, and the suspension mixed by repeated inversions. Serial dilutions of treated cells were then plated on YEG media, and colonies counted after 7 days of growth at room temperature. A negative control for both strains included re-suspending cells in 1 M sorbitol instead of the zymolyase solution and repeating the identical protocol otherwise. Percent survival was calculated by dividing the average number of CFU in the zymolyase-treated conditions by the average number of colonies in the sorbitol negative control.

### Dessication sensitivity

White and opaque cells were grown to the log phase (OD_600_ of 0.5) in YEG media. Two hundred microlitres of culture were harvested, and washed once in 1 ml of dH_2_O, and pelleted. The pellet was then allowed to dry in a culture hood for 48 h by leaving the tube lids open. As a negative control, cells were re-suspended in 200 µl of dH_2_O (instead of drying) and left in the same tube rack with the lids closed. After 48 h, dried cells were re-suspended in 200 μl of dH_2_O. Serial dilutions of both the negative control and the treated cells were then plated on YEG media, and colonies counted after 7 days of growth at room temperature. Percent survival was calculated by dividing the average number of CFU in the dessication-treated tubes by the average number of colonies in the non-dried negative control.

### Growth on Calcofluor white and Congo red

White and opaque cells were grown to the log phase (OD_600_ of 0.5) in YEG media. Cells were then plated in serial ¼ dilutions onto YEG, YEG + 60 µg/ml calcofluor white, or 0.3 mg/ml Congo red, and incubated at room temperature for 7 days prior to imaging.

### Strain construction

All DNA manipulations were performed using standard techniques as previously described^48^. Deletion of the EFG1 homologue was accomplished using a two-step method. The EFG1 ORF and 1 kb of flanking sequence was cloned into pUC19 as a *Kpn*1–*Bam*HI fragment using the primers CB299 and CB300. The entire *EFG1* ORF was replaced in this plasmid by the KanMX4 cartridge by amplification of the backbone of the plasmid using the primers CB301 and CB302 and the insert KanMX4 using the primers CB303 and CB304 yielding PCR products with 25 bp overlaps. Following *Dpn*1 digestion, these fragments were mixed 1:1 and added to a Gibson assembly mixture (NEB), followed by incubation at 50 °C for 1 h. A sample of this mixture was transformed into *E. coli* DH5α, and correct assembly was verified by colony PCR using the primers CB305 and CB25, followed by sequencing. For transformation into *T. microellipsoides*, the result plasmid was linearized with *Kpn*I and *Bam*HI, and 1 µg was transformed into white cells using a standard lithium acetate transformation protocol^49^, with minor modifications. In place of a heat-shock step, transformation mixtures were incubated overnight at room temperature. Following this, cells were pelleted, re-suspended in YEG and incubated for 8 h at 23 °C prior to plating on selective media. Knockouts were verified by colony PCR using an internal primer set CB280 and CB281 and a primer set CB307 and CB25 confirming correct insertion of the KanMX cartridge. All primers sequences are given in Supplementary Table 2.

### Heat-shock sensitivity

White and opaque cells were grown to the log phase (OD_600_ of 0.5) in YEG media. Two hundred microlitres of culture were harvested and washed once in 1 ml of dH_2_O. Cells were then re-suspended in 1 ml of dH_2_O and divided into two 500 μl tubes. One tube was placed in a 50 °C water bath for 2 min, whereas the other was left on the bench. Serial dilutions of both untreated and heat-treated samples were plated, and CFU/ml was then calculated. The percent survival was calculated as the ratio of CFU after heat treatment divided by the CFU in the untreated control.

### RT-qPCR analyses

RNA was extracted from log or stationary-phase cultures using a hot acid phenol method as previously described^43^. RNA was then treated with DNaseI for 1 h at 37 °C, followed by a single phenol–chloroform extraction to remove DNase activity. One microgram of RNA was reverse transcribed into cDNA using the iScript Reverse transcription supermix kit for RT-qPCR (BioRad), which uses a mix of poly dT and random hexamers for priming. cDNA was quantified using primers to target genes and normalized to levels of histone H3. Primers targeting the following genes were: *CTT1* (CB493 and CB494), *GAP1* (CB495 and CB496), *GLK1* (CB497 and 498), *MEP2* (CB499 and CB500), *SSA3* (CB501 and CB502), *RPL30* (CB503 and CB504), *SOD2* (CB507 and CB508), *XRN1* (CB510 and CB511), and *H3* (CB276 and CB277). The PowerUp SYBR Green Master Mix (Applied Biosystems) qPCR master mix was used for all runs and quantification was determined using an Applied Biosystems Step One Plus Realtime qPCR machine (Applied Biosystems). Data are displayed as delta Ct of the target gene relative to H3.

### Ploidy analysis by flow cytometry

Cells were grown in 5 ml YEG cultures overnight at room temperature on a roller drum. One hundred microlitre samples of cells were taken and washed twice in 50 mM sodium citrate (pH 7.2). Cells were then fixed for 2 h in 95% ethanol, followed by two more washes in 50 mM sodium citrate. Cells were then treated with 1 mg/ml RNaseA in 50 mM sodium citrate for 2 h at 50 °C. SYTOX Green nucleic acid stain (Invitrogen) was then added at a 1/1250 dilution and incubated for 1 h. Samples were analysed using an Attune NxT Flow Cytometer on the FITC channel. Ploidy was estimated as a comparison to white input cells, which are haploid.

### Statistics and reproducibility

Unpaired *t*-tests were used to compare the means of white and opaque samples in all experimental conditions, and in treated versus untreated samples in test conditions where stressors were added. Raw experimental measurements and *p* values are given in Supplementary Data 1. All experiments were reproduced at least three independent times.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of additional supplementary items

Supplementary Data 1

Peer Review File

Reporting Summary

## Data Availability

All raw values for Figs. 1–5, Supplementary Fig. 3, Supplementary Fig. 7, Supplementary Fig. 8, Supplementary Fig. 10, and Supplementary Fig. 12 are given in Supplementary Data 1. An un-cropped gel image of Fig. 1f is shown in Supplementary Fig. 13. Raw sequence data has been deposited on GEO (GSE136991). All other data (if any) are available upon request via email with the corresponding author.

# Supplementary material for: A white-to-opaque-like phenotypic switch in the yeast Torulaspora microellipsoides
**Source:** Commun Biol. 2020 Feb 28;3:86. doi: 10.1038/s42003-020-0815-6
**Supplement:** Supplementary file 5 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

DNA seq, RNA seq, transcripts annotation and expression levels were deposited on Gene Expression Omnibus (accession: GSE136991) and are freely available.

Data analysis

All software used for data processing and analysis was referenced in the manuscript.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All raw values for Figures 1, 4, 5, Supplementary 3, Supplementary 7, Supplementary 8, Supplementary 10, and Supplementary 12 are given in Supplementary Data 1. Raw sequence data has been deposited on GEO (GSE136991).

# Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                     |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | In all experiments, measurements were taken from at least three independent cultures of yeast, or in the case of dilution plating assays, experiments were performed at least three independent times.                                                                                                              |
| Data exclusions | No data was excluded.                                                                                                                                                                                                                                                                                               |
| Replication     | Multiple independent experiments were performed with identical or highly similar results every time, thus ensuring reproducibility. With regard to RNA-seq data, experiments thereafter in the paper such as RT-qPCR of selected genes or phenotypic outputs strongly support the reproducibility of this data set. |
| Randomization   | Not relevant to study -- model organism, yeast.                                                                                                                                                                                                                                                                     |
| Blinding        | This study includes only analytical measurements of specific samples or phenotypes, thus blinding is not required.                                                                                                                                                                                                  |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

| n/a                                 | Involved in the study                                | n/a                                 | Involved in the study                              |
|-------------------------------------|------------------------------------------------------|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                  | <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines       | <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology               | <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms |                                     |                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants |                                     |                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data               |                                     |                                                    |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                      |
|---------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Standard preparation for DNA content analysis in yeast. Fix cells in ethanol, treat with RNaseA, add DNA stain (sytox green), run on flow cytometer. |
| Instrument                | Attune NxT Flow Cytometer                                                                                                                            |
| Software                  | FloJo                                                                                                                                                |
| Cell population abundance | Singlets were separated from doublets.                                                                                                               |

#### Gating strategy

Doublet discrimination SSC-H vs SSC-W, then SSC-A vs SSC-H, then cell gate SSC-A vs FSC-A. Thereafter, a histogram of cell number vs Sytox Green (FITC channel) is displayed.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

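The mRNA of 3 white and 3 opaque cultures of T. microellipsoides was analysed from the counts per transcribed region that the authors deposited, and the conditions were taken from the sample labels and the paper's methods. According to the paper, RNA was extracted with hot acid phenol and treated with DNase, libraries were made with a stranded mRNA kit and sequenced as pairs of 75 bp reads, reads were aligned with STAR, transcripts of all libraries were assembled and merged with cufflinks, and each was named for its best BLAST match among S. cerevisiae proteins. The paper compared cell types with DESeq 2.0. The deposited counts are whole numbers without normalization, one value per region and library, and no sample was pooled. As deposited by the authors, each count file also gives the bases of a region covered by at least 1 read, its length, and the fraction of the region covered, made by dividing the covered bases by the length. These were used only in checks. The percent identity of each region to its S. cerevisiae match is given as deposited in the annotation of the authors, who made it by BLAST. It is not stated whether the strand was used in counting or whether both reads of a pair were counted, so a count is not a number of molecules. The genome sequence and the genomic DNA reads of the study were not part of the data analysed, so nothing here rests on DNA.

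Counts were read for 4464 regions, and edgeR 4.0.16 in R 4.3.3 was used with TMM normalization, its filter on low counts (filterByExpr) and a robust quasi-likelihood fit with cell type as the single factor. A region was called changed at a Benjamini-Hochberg adjusted p under 0.05 over all 4404 tested regions, and changed at least 4-fold if its log2 fold change was also at least 2 in either direction. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. The libraries held 24948791 to 50126043 counts, TMM factors were 0.941 to 0.951 in opaque and 1.024 to 1.091 in white libraries, and the common biological coefficient of variation was 0.0847. Library pairs were checked for duplicates and none was found. With 3 libraries against 3, an exact two-sided permutation test of a single gene cannot give a p under 0.1, so the edgeR test, which pools information on spread across regions, was used. On simulated data with 100 regions changed by 1 and 100 by 2 on the log2 scale, edgeR found 100 of 100 at both sizes, and 15 of its 215 calls were false (6.98%). With DESeq2, 28 of 228 calls were false (12.3%). The simulated changes went equally in both directions and were set only in regions with higher counts. In the real data 74.2% of the tested regions passed. The simulation thus cannot show recovery at low counts, or how TMM behaves where most regions change.

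A gene name with several regions was represented in lists by the region with the highest mean count. A total of 40 gene lists were written from general knowledge of yeast genes and the paper before the data were examined, as were the tests, the alternatives and the rule for naming genes, but the fold changes in the paper's Supplementary Data 1 had been seen by then. Each list was tested with camera of limma 3.58.1 with the preset correlation between genes of 0.01, adjusted over the 40 lists, and again with the correlation estimated for each list and with fry. Calls within a list are given as adjusted over all regions and, where said, adjusted over the list alone. Enrichment among names with a region changed at least 4-fold was tested with two-sided Fisher's exact tests over 80 pairs of list and direction, against all 3301 tested names. Fisher's test treats genes as independent, which genes regulated together are not. The median log2 fold change of each scaffold with at least 50 regions was compared with the other scaffolds by 100000 permutations of regions, which are not independent replicates. On simulated data, a planted list was found by camera with 0 of 39 other lists called. A planted pair was found in the enrichment test with 0 of 79 others called, and a shifted scaffold was found in 40 of 40 runs with 23 of 360 calls among unshifted scaffolds. For the list test, regions were simulated independently of each other, so it cannot show how often lists are falsely called where their genes vary together. In the 9 splits of the real libraries that mixed the cell types, camera with the preset correlation called 15 to 21 lists, although 0 regions changed. The groups of these splits hold the cell types in unequal numbers, so part of the difference between cell types remains. These counts are therefore not a rate of false calls.

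Genes named are the 10 largest changes in each direction among regions that passed with at least 4-fold change, no overlap of libraries and a mean of at least 10 CPM in the higher cell type; every gene the paper's Results name for the transcriptome or RT-qPCR; and, for lists discussed, up to 4 members with the smallest p in the main direction, up to 2 in the other direction and up to 2 abundant members that did not pass. Not every gene this rule takes is named, and those that did not pass and are named were picked from it after their values were seen. CTA1 was added after its value was seen. Results for 1 gene and for a list that depends on it are not reported here. The alternatives were other normalizations (relative log expression, upper quartile, total counts), DESeq2 1.42.0 with and without shrunken fold changes, limma-voom, no filter and a filter of at least 10 counts in every library, counts summed per name, a block on the culture number, each library left out in turn, and for the 4-fold count a test against a 2-fold change and no p threshold. The closing section gives their effect. DESeq2 without the count filter, with or without a p threshold, was added after the data were seen. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.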

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

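The tests in this part were chosen after the result was seen, except the counts of splits for enriched lists and for scaffolds. Apart from the regulators, the signals below lie in genes or regions that the paper does not discuss.

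At the left end of scaffold 9, from 404 to 16074, 9 neighbouring regions, among them SIT1 and regions named PPR1 and YDL144C, had 50 counts in all opaque libraries together and 12789 in the white libraries, or 0.373% of the white level. Low abundance is argued against, since the white level would give 12870 counts in the opaque libraries, with a lower 99% limit of 12579 for counting error alone, and each of the 8 tested regions passed the test that includes the spread between cultures (adjusted p at most 3.1e-05, edgeR). The highest opaque library reached 0.436% of the white level, and 3 of the 9 regions had no opaque counts. A segment missing from the DNA of the opaque cultures and silencing in opaque cells cannot be told apart, since both would leave so few reads and the genomic DNA reads were not analysed. The paper compared genome assemblies of both cell types for major rearrangements and found them largely alike apart from possible translocations. It saw no conspicuous change in chromosome banding, and its text does not speak of this segment.

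Regions within 10 kb of a scaffold end were lower in opaque cells, with a median log2 fold change of -0.73 over 112 regions. It was 0.02 over 3486 regions more than 100 kb from an end, and 16 of 18 ends with at least 3 regions lay below 0. The right end of a scaffold is taken as the end of its last counted region, since the genome sequence was not analysed, and the true end may lie farther out. Low abundance is argued against, since of 10000 draws of interior regions of like abundance none had a median as low (share 0.0001, the smallest possible). The 32 end regions whose name occurs once were also lower, with a median of -0.48 (95% interval -0.75 to -0.19). Whether reads shared between copies play a part cannot be told from this, since a name that occurs once can still belong to a repeated sequence. The genome sequence was not analysed. Chance runs of neighbours that change together are argued against by 4306 rotations of the values along the scaffolds, of which a share of 0.000697 had an end median as low. A difference between cell types in expression near scaffold ends may underlie the pattern, as a hypothesis found and tested on the same data, and no biological explanation was tested.

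For the names ASG1, YRM1 and PDR1, the region nearest to the paper's value and the most abundant region of the name changed differently. The nearest regions lie 8878 bp (ASG1), 1969 and 3604 bp (YRM1) and 3396 bp (PDR1) from a scaffold end as defined above. Those of YRM1 and PDR1 are thus among the end regions that were lower in opaque cells, so the 2 patterns are not separate. The scaffold of the ASG1 region had too few regions to enter that comparison. The names were taken because their regions differ, so the ratio of the 2 regions was tested between cell types for all 1103 pairs of a region and the most abundant one of its name. Sampling noise in short regions is argued against, since the pairs named here, with the region nearest to the paper's value, were among the 316 that passed, with a largest adjusted p of 0.046 (t test of log2 ratios), close to the threshold. A candidate explanation is that 1 name was given to regions of different genes. Regions that lie apart differed from the most abundant region of their name by a median of 1.06 on the log2 scale (560 regions). Those within 5 kb of it differed by 0.131 (543 regions, permutation p = 1e-05, the smallest possible). The 2 kinds of region were not matched for abundance or for distance to an end. No biological explanation was tested.

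Longer stretches near ends also stood out, 1 of 26 regions at the left end of scaffold 3, from 2859 to 52850, with a median of -4.05 and 4.46% of the white level, and one of 15 at the right end of scaffold 5, from 927726 to 953711, with a median of -4.26 and 24.6%. The region named SAG1 on scaffold 4, FIT2 and a region named YIL169C stood out with log2 fold changes of 10.84, 6.67 and -10.01. The SAG1 region on scaffold 4 matches at 27.1% identity, and the better matching SAG1 region had -0.39. The YIL169C region lies in the stretch on scaffold 3 above. No explanation was tested for these regions.

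The 6 libraries can be split in 10 ways, too few for a share under 0.05. The 9 other splits mix the cell types in unequal numbers, so part of the difference between cell types remains in them. They cannot show how many lists or scaffolds would be called without any difference. The real split gave 3267 changed regions and 492 changed at least 4-fold, against at most 0 and 0 in the other 9 (a result as large in 1 and 1 of 10). It gave 20 called lists with the preset correlation, against at most 21 in the others (a result as large in 4 of 10), 14 enriched pairs of list and direction against at most 0 (1 of 10), and 1 shifted scaffold against at most 1 (4 of 10).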

How the results depend on the processing

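Among the alternatives, DESeq2 without the count filter, with or without a p threshold, was chosen after the data were seen. The number of changed regions stayed within 1.5 times the reported 3267 in all 51 values and 4-fold counts in 59 of 60: 3259 and 493 with a replicate block on the culture number, where not every sample correlated best with its own number, and 3125 to 3216 and 483 to 507 leave-one-out. Summed per name, 140 names were at least 4-fold higher in white cells, and the number counted there is of names and not regions. With the correlation between genes estimated per list, 0 lists were called (camera; 11 at an unadjusted p under 0.05), and 36 with fry, against 20 with the preset correlation. All 18 counts of enriched lists stayed within 1.5 times 14. Of these 14, 11 were among the 20 enriched without the 4-fold limit, 13 were enriched with counts summed per name and 14 with each other alternative. Drug efflux (adjusted p = 0.6) and sugar transport (adjusted p = 0.059, Fisher's exact test) were not enriched without the limit. Of 4189 values of named genes under an alternative, 4132 kept their direction and side of the threshold, 44 lost their call, 7 gained one and 6 reversed. Reversed were TDH3, from 0.06 to -0.0531 with upper-quartile scaling and -0.0930 with total counts, GAC1, from 0.11 to -0.00741 and -0.0463, GDH2, from -0.10 to 0.022 without white replicate 3 (-0.27 to 0.022 leave-one-out), and NDE1, from 0.25 to -0.24 summed per name. NDE1 shares its name with 2 regions on scaffold 3 that fell, and the cause was not tested for the others. For scaffold 5, the difference of its median from the others, -0.01, was 0.028 over regions with a mean of at least 100 counts (adjusted p = 0.68, permutation), neither past the threshold, and the cause was not tested. Of 640 list tests, 20 lost a call, all with an estimated correlation, and 22 gained one. Low counts bear on the number of 4-fold changes. With at least 10 counts required in every library this number was 393 against 492 (160 higher in white cells against 231). Of the 4464 regions, 60 had no count in 1 or more libraries.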

Differences from the paper's values

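For the regulators, the paper's supplement lists values as white over opaque, which are turned here to opaque minus white, and each is set beside the most abundant region of its name. The paper's value for ASG1 is -4.77 and the value here 0.29, for PDR1 -2.22 and 0.47, for YRM1 -2.30 and -3.61 and the value here -0.82, and for the first BAS1 entry 2.77 and 2.34. Of the alternatives set before the data were examined, none brings any of these within the larger error. Another region of each name comes closer, with -4.71 for ASG1, -2.20 for PDR1, -2.27 and -3.48 for YRM1 and 2.79 for BAS1. For the second CAT8 entry, the paper's value is -3.55 and the value here -3.34. Of the alternatives set before the data were examined, total counts brings it within the error, at -3.50, and the others do not, while another CAT8 region had -3.52. SSA3 stands at 2.50 in the paper's list of genes higher in opaque cells, where the most abundant SSA3 region had -3.67, close to the -3.68 at which SSA3 also stands in the paper's list for white cells. None of the alternatives set before the data were examined reaches 2.50, and the other SSA3 region had 2.51.

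Of the paper's fold changes in the lists for white and for opaque cells, 232 names could be set beside values here, with a correlation of 0.890 as labelled. For 7 of them the sign is the other one: SIT1, CRG1, POT1, INM2, YDC1, FOX2 and PRY1 stand among the 12 negative values of the white list, whose other values are positive. When the sign is read from the list in which a gene stands, a reading chosen after the values were seen, the correlation is 0.999.

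The paper states that XRN1 is higher in white cells in the mRNA-seq too, whereas XRN1 had a log2 fold change of -0.05 (adjusted p = 0.49, edgeR); it passed with upper-quartile scaling (-0.17) and total counts (-0.21). The paper's Results name XBP1 and not XRN1 among the 4 genes chosen for RT-qPCR there, while its methods list primers for XRN1 and not for XBP1. XBP1 fell by 4.08 and CTT1 by 3.51 in opaque cells, and RPL30 rose by 1.20. For SOD2, the paper states from RT-qPCR relative to histone H3 that the cell types did not differ, and that its mRNA-seq gave the same. In the mRNA-seq here, SOD2 fell by 0.54 in opaque cells (adjusted p = 5.4e-04, edgeR), less than the paper's 4-fold limit. The RT-qPCR has another reference, and HHT1, a histone H3 gene, itself fell by 1.18 (adjusted p = 8.3e-07, edgeR). The paper states that no homologue of a C. albicans switching regulator was differentially regulated, and it saw no effect on switching when the EFG1 homologue was deleted. Here 0 of 9 tested homologues reached 4-fold. All 9 passed the test, the WOR1 homologue MIT1 with 0.69 and the EFG1 homologue SOK2 with 1.01 among them. Of all tested regions, 74.2% passed too. The 9 showed no shift in a common direction against other genes (camera adjusted p = 0.83), which cannot tell whether they changed more than other genes. The other region named MIT1 did not pass (adjusted p = 0.055, edgeR). The paper's 511 transcripts changed at least 4-fold are 492 here. 511 was reached with DESeq2 without the count filter and no p threshold, a setting chosen after the values were seen that drops 3 of the names in the paper's lists, with 266 higher in opaque and 245 in white cells against the paper's 249 and 262. The larger share was in opaque cells here, with 261 and 231, but in white cells, as in the paper, with upper-quartile scaling (234 and 247) and total counts (222 and 251).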

Other observations

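DSE4 and CTS1, which encode enzymes that separate daughter cells from mothers, fell by 5.07 and 3.10 on the log2 scale in opaque cells (adjusted p = 4.8e-11 and 2.6e-11, edgeR), as did the wall glucanase gene SCW11 by 2.85 (adjusted p = 8.0e-11). Of 5 histone genes, 4 were lower in opaque cells, HTA1, HTB2, HHF1 and HHT1 with -1.75, -1.55, -1.56 and -1.18 (adjusted p = 5.7e-08, 7.1e-08, 3.1e-06 and 8.3e-07, edgeR), and the centromeric histone gene CSE4 had 0.32, which did not pass with upper-quartile scaling, total counts, or without opaque replicate 3 or white replicate 2. As a list they did not pass (camera adjusted p = 0.066, and adjusted p = 0.59 with an estimated correlation), but with the preset correlation did with a block on the culture number (0.035), all regions of a name (0.018) and without white replicate 2 (0.015). ARO8, an aromatic aminotransferase, rose by 2.50 (adjusted p = 2.6e-10, edgeR), and of 63 genes of amino acid biosynthesis 54 were higher in opaque cells, 3 were lower (5 without white replicate 3 or with upper-quartile scaling, 6 with total counts) and 6 did not pass, with 54 and 4 when adjusted over the list alone (camera adjusted p = 3.0e-06, and adjusted p = 0.23 with an estimated correlation). Of 26 proteasome genes, 24 were higher in opaque cells, 25 when adjusted over the list alone, and 0 were lower, with a median log2 fold change of 0.42 (camera adjusted p = 0.15), among them PUP3 with 0.79 (adjusted p = 7.9e-07, edgeR).

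Iron genes went both ways: of 16, 10 were higher in opaque cells and 4 lower, or 2 with at least 10 counts in every library (camera adjusted p = 0.83), with the iron transporter gene SMF3 at 1.63 (adjusted p = 4.8e-09, edgeR). For the phosphate regulon 4 of 18 genes were higher and 11 lower (camera adjusted p = 0.3). The phosphate transporter gene PHO87 had 2.13 (adjusted p = 2.2e-10, edgeR), and VTC1, for polyphosphate synthesis, had -1.15 (adjusted p = 8.1e-08, edgeR). FUS1, for cell fusion, and HO, the mating-type endonuclease, fell by 1.86 and 1.35 (adjusted p = 4.3e-09 and 3.0e-07, edgeR), and of 20 genes of mating and cell type 2 were higher, 1 with at least 10 counts in every library, and 11 lower (camera adjusted p = 0.37). Of 35 genes of meiosis and sporulation 10 were higher and 13 lower (camera adjusted p = 0.38), with RIM4, an RNA-binding regulator, at -2.67 (adjusted p = 5.4e-10, edgeR) and the checkpoint gene PCH2 at 2.39 (adjusted p = 2.4e-09, edgeR). With total counts 6 were higher. Of 36 cell wall genes 9 were higher and 17 lower (camera adjusted p = 0.07, and adjusted p = 0.42 with an estimated correlation; with the preset correlation 0.035 with a block on the culture number and 0.032 with all regions of a name), with the glucanase gene EXG1 at -2.46 (adjusted p = 4.7e-10, edgeR). Of 25 cell cycle genes 10 were higher and 12 lower (camera adjusted p = 0.4), with CDC25, an activator of Ras, at -3.26 (adjusted p = 1.3e-10, edgeR). Of 44 DNA replication genes 31 were higher and 4 lower, or 7 and 9 lower with upper-quartile scaling and total counts (camera adjusted p = 0.23), with the topoisomerase gene TOP1 at 1.59 (adjusted p = 3.1e-08, edgeR). Of 22 spindle genes 3 were higher and 9 lower, or 15 lower with either scaling (camera adjusted p = 0.37), with STU2, a microtubule regulator, at -0.68 (adjusted p = 1.3e-06, edgeR).

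Of 41 mitochondrial ribosomal protein genes 2 were higher in opaque cells and 24 lower (camera adjusted p = 0.2), with RSM7 at -0.77 (adjusted p = 1.5e-06, edgeR) and RSM22 at 2.33 (adjusted p = 5.4e-10, edgeR). Of 12 silencing genes 4 were higher and 7 lower (camera adjusted p = 0.37), with the histone deacetylase gene HDA1 at 0.86 (adjusted p = 1.1e-07, edgeR) and HOS3 at -1.65 (adjusted p = 3.5e-09, edgeR). Of 22 ergosterol genes 15 were higher, 16 when adjusted over the list alone, and 3 lower (camera adjusted p = 0.37), with ERG2, a sterol isomerase, at 1.34 (adjusted p = 6.6e-07, edgeR). With total counts 5 were lower. Of 13 fatty acid and phospholipid genes 5 were higher and 6 lower (camera adjusted p = 0.96), with CHO2, for phosphatidylcholine synthesis, at 1.64 (adjusted p = 2.2e-08, edgeR). Of 20 genes of drug efflux and its regulation 8 were higher and 6 lower (camera adjusted p = 0.87), with the transporter gene SNQ2 at 1.16 (adjusted p = 3.7e-06, edgeR). Of 4 regions named for subtelomeric Y' helicases 0 were higher and 3 lower (camera adjusted p = 0.56), with YRF1-1 at -1.94 (adjusted p = 6.3e-04, edgeR). Among 10 scaffolds, only scaffold 8 had a shifted median, -0.17 over 356 regions (difference from the others -0.15, adjusted p = 0.042, permutation; 0.013 and 0.041 over regions with at least 100 counts and with total counts).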
